# Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation

**DOI:** 10.1096/fj.202502651R

**Published:** 2025-12-01

**Authors:** Tatsuya Miyaji, Ryuichi Kasuya, Mayuko Monden, Yutaka Tamura, Michito Shimozuru, Toshio Tsubota, Daisuke Tsukamoto, Guangyuan Li, Shota Kawano, Yuri Watanabe, Yoshifumi Yamaguchi, Masatomo Watanabe, Mitsunori Miyazaki

**Keywords:** cold stress, ferroptosis, hibernation, muscle regeneration, myogenesis, satellite cells, skeletal muscle

## Abstract

Mammalian hibernators experience profound cold stress and prolonged physical inactivity during torpor periods; however, it is unclear how skeletal muscle stem cells (satellite cells; SCs) respond to these challenges. In this study, we demonstrated that SCs from a mammalian hibernator, the Syrian hamster, exhibit remarkable resistance to cold‐induced cell death, which is associated with intrinsically higher expression of the antioxidant enzyme GPX4, likely contributing to ferroptosis suppression. RNA‐seq analysis revealed widespread downregulation of myogenesis‐related genes following cold exposure, suggesting suppression of the myogenic program. Consistently, SCs exposed to cold stress exhibited reduced activation and differentiation capacity upon subsequent rewarming, with an increased number of quiescent Pax7‐positive/MyoD‐negative cells. Muscle regeneration was markedly delayed during hibernation, accompanied by decreased SC activation and macrophage infiltration, suggesting that cold‐induced suppression of SC function underlies the limited regenerative capacity in hibernating hamsters. Our results provide insights into the unique physiology of mammalian hibernators: SC viability is preserved, whereas regenerative activity is selectively suppressed during hibernation.

## 1 Introduction

Hibernation is a survival strategy that organisms have developed throughout evolution to survive the harsh winter environment of cold ambient temperature (*T*_a_) and food deprivation. “Torpor” refers to the active reduction of energy metabolism and body temperature (*T*_b_) under conditions of cold and energy depletion in homeotherms that essentially maintain a constant *T*_b_ [1, 2, 3]. Prolonged periods of torpor lasting for multiple days, occurring in a seasonal manner, are generally defined as hibernation [1, 2, 4, 5]. There are more than 180 hibernating mammalian species belonging to seven orders (*Monotremata*, *Marsupialia*, *Insectivora*, *Chiroptera*, *Primates*, *Rodentia*, and *Carnivora*), which indicates that approximately 5%–6% of all mammals use this survival strategy [1, 2, 5]. In large hibernators such as bears, *T*_b_ decreases to approximately 30°C–36°C during hibernation, and the metabolic rate is suppressed to approximately 25% of the basal metabolic rate (BMR) [6]. In small hibernators such as hamsters and chipmunks, *T*_b_ decreases to near *T*_a_, often as low as 2°C–5°C during torpor [7, 8]. Heart rate, respiratory rate, and whole‐body energy metabolism are markedly reduced (2%–5% of BMR) [9, 10]. These animals also experience rewarming of T_b_ during periodic arousal, thus repeating the torpor‐arousal cycle every few days during hibernation [11, 12, 13]. Despite exposure to prolonged periods of cold stress, hibernating animals maintain physiological homeostasis without developing organ dysfunction [14].

Living organisms are exposed to a variety of environmental stresses, including temperature changes. Excessive cellular stress can trigger cell death leading to tissue damage and organ dysfunction. Cold‐induced cell death (CICD), induced by prolonged exposure to hypothermic conditions, is mediated by ferroptosis [15]. Ferroptosis is a regulated form of cell death characterized by lipid peroxidation and iron dependency [16]. Syrian hamster‐derived cultured cell lines exhibit resistance to CICD through the regulation of glutathione peroxidase 4 (GPX4), a glutathione‐dependent antioxidant enzyme and a key regulator of ferroptosis [17, 18]. In addition, primary hepatocytes from Syrian hamsters are resistant to CICD [19]. Although such resistance may enable Syrian hamsters to survive extremely cold conditions during hibernation, it remains unclear whether other tissues or hibernating species contain comparable mechanisms through ferroptosis suppression. Furthermore, the adaptive responses exhibited by surviving cells in hibernating animals following cold exposure are poorly understood.

One remarkable feature of mammalian hibernators is their ability to preserve skeletal muscle mass despite experiencing prolonged physical inactivity [20]. Skeletal muscle is the largest organ in the body and plays an important role in force production and energy metabolism. Muscle loss due to aging or disuse has serious consequences for human health [21, 22]. Satellite cells (SCs), the resident stem cells of skeletal muscle, are essential for muscle maintenance, repair, and regeneration [23, 24, 25]; however, it is unclear how SCs in mammalian hibernators adapt to cold exposure. Although the cellular bases that allow skeletal muscle to tolerate prolonged cold exposure in hibernators have not been elucidated, we considered that investigating how SCs respond to extreme cold stress would provide important mechanistic insight into muscle preservation during hibernation. Therefore, in this study, we isolated SCs from multiple mammalian hibernators and examined their responses to extreme cold exposure both in vitro and in vivo. We hypothesized that SCs from hibernating species possess intrinsic mechanisms that allow them to survive extreme cold stress by suppressing CICD and maintaining their regenerative potential upon rewarming. Understanding these adaptive mechanisms may also provide broader insight into how low‐temperature environments affect muscle maintenance, and may ultimately inform strategies for protecting muscle under conditions such as aging, disuse, or therapeutic hypothermia.

## 2 Materials and Methods

All reagents, antibodies, and commercially available materials used in this study are listed in Table S1.

### 2.1 Animals

All animal procedures were approved by the Animal Ethics and Research Committee of Hiroshima University (No. A22‐7‐6 and No. A24‐38‐2), Fukuyama University (No. 2022‐A‐12 and 2025‐A‐5), Hokkaido University (No. 23‐0144), and Kitasato University (No. SA2402) and complied with the institutional guidelines. The hamsters (Slc:Syrian), mice (C57BL/6JmsSlc), and rats (Slc:SD) used for SC isolation were sexually mature (8–16 weeks old) males. They were purchased from Japan SLC (Shizuoka, Japan) and maintained in a temperature‐ and humidity‐controlled animal facility (23°C ± 1°C, 50%–60% humidity) at Hiroshima University under a 12 h light/12 h dark cycle. They were provided autoclaved water and a certified rodent diet ad libitum. Skeletal muscle samples were harvested under anesthesia, followed by euthanasia (mice: cervical dislocation under 2.0% isoflurane; rats and hamsters: intraperitoneal overdose of sodium pentobarbital at 200 mg/kg).

For the hibernation experiments, Syrian hamsters were bred at Fukuyama University using breeding pairs (Slc:Syrian) obtained from Japan SLC (Shizuoka, Japan). All animals were male and housed under standard conditions (23°C ± 1°C, 14 h light/10 h dark cycle) until 8 weeks of age, at which time they were intraperitoneally implanted with a temperature logger. After a 1‐week recovery period, they were transferred to a controlled environment (5°C, 8 h light/16 h dark) designed to simulate a winter‐like environment to induce hibernation. The animals were individually housed with *ad libitum* access to diets (Labo MR Standard, Nihon Nosan, Japan). The duration required for entry into hibernation varied among individuals.

The chipmunks ( *Tamias sibiricus* ) used for skeletal muscle collection were approximately 6 months old males, purchased from Pure Animal (Tokyo, Japan). They were individually housed at 23°C under a 12 h light/12 h dark cycle in the animal facility at Kitasato University, with free access to a standard rodent diet and water. Skeletal muscle samples were collected from non‐hibernating individuals euthanized under deep isoflurane anesthesia.

Skeletal muscle samples from Asiatic black bears ( *Ursus thibetanus japonicus* ) were obtained from three captive individuals housed in Kumakumaen (Akita, Japan). The animals included two males and one female. One male (approximately 23 years old, estimated 130 kg) was sampled during hibernation in January 2025, and the other male (8 years old, 118 kg) was sampled during the active season in July 2025. The female (approximately 22 years old) was sampled twice: once during hibernation in January 2025 (estimated 95 kg), and again during the active season in July 2025 (78.3 kg). The bears were maintained under husbandry conditions described in previous studies [26, 27]. Under deep anesthesia, the quadriceps femoris muscle was surgically excised and immediately transported to the laboratory in Dulbecco's Modified Eagle Medium (DMEM) on ice.

### 2.2 Satellite Cell Isolation and Culture

SCs were isolated according to a method described by Yoshioka et al. [28] Briefly, the skeletal muscles (hindlimb muscles including lower leg, thigh, and part of gluteal muscles in mice, chipmunks, and hamsters; lower leg muscles in rats; and a part of quadriceps femoris in bears) were dissected, minced with sterile surgical scissors, and digested in 0.2% type II collagenase solution at 37°C for 60 min. The tissue was gently homogenized using a 20‐G syringe needle and filtered through a 40 μm nylon mesh strainer. The filtrate was centrifuged at 500 × g for 5 min, and the pellet was resuspended in growth medium (GM) consisting of DMEM supplemented with 30% fetal bovine serum, 1% chick embryo extract, 10 ng/mL basic fibroblast growth factor, and 1× penicillin–streptomycin solution. SCs were purified using a classical preplating method, followed by sequential replating to remove fibroblasts and enrich SCs. Purified SCs were plated on Matrigel‐coated culture dishes and maintained at 37°C in GM in a standard 5% CO_2_ incubator. The medium was changed every other day. To induce differentiation, GM was replaced with a differentiation medium (DM) consisting of DMEM supplemented with 2% horse serum and 1× penicillin–streptomycin. Differentiation was induced after 3 days of culture in GM, and the cells were maintained in DM for up to 4 days, depending on the experiment.

### 2.3 Cold Exposure and Rewarming

To induce cold stress, SCs were precultured at 37°C for 48 h, followed by 24 h in GM supplemented with 100 mM HEPES (pH 7.4) (GM‐HEPES) at 37°C. HEPES was added to stabilize the pH during cold exposure and prevent temperature‐dependent pH fluctuations. Plastic containers with small amounts of water were preequilibrated in a conventional refrigerator maintained at 4°C and monitored using a thermometer. The SC culture dishes were placed in these containers and stored at 4°C for 24–48 h without medium change. For rewarming, the SCs were returned to 37°C for 24 h prior to the analysis.

### 2.4 Cell Death and Cytotoxicity Assays

SCs were incubated with PI (5 μg/mL in PBS) for 5 min at room temperature under dark conditions, fixed with 4% paraformaldehyde (PFA) in PBS for 10 min, and counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI). Fluorescence images were obtained using a BZ‐X800 microscope system. LDH activity in the culture medium was measured using an LDH Cytotoxicity Assay Kit according to the manufacturer's instructions. A blank control consisting of medium without cells was used to determine the background absorbance. Absorbance was measured at 490 nm using a Multiskan GO microplate reader.

### 2.5 Cell Imaging of Reactive Oxygen Species, Intracellular Iron, and Lipid Peroxide

Cold‐induced oxidative stress was assessed using a ROS Assay Kit (Highly Sensitive DCFH‐DA). FerroOrange was used to detect intracellular ferrous iron (Fe^2+^) as a marker of ferroptosis. Lipid peroxide was visualized using Liperfluo. Cells were stained with working concentrations of DCFH‐DA, 1 μM FerroOrange, or 1 μM Liperfluo according to the manufacturer's instructions, and imaged using a BZ‐X800 fluorescence microscope system.

### 2.6 Inhibitor Assays

To analyze the cell death pathways during cold exposure, the following inhibitors were added: 1 μM Ferrostatin‐1 (ferroptosis), 20 μM Necrostatin‐1 (necroptosis), and 20 μM Z‐VAD‐FMK (apoptosis). DMSO was used as the vehicle control. Mouse SCs were cultured at 37°C for 48 h, followed by a 24 h pre‐incubation in GM‐HEPES at 37°C. Cells were then subjected to cold exposure at 4°C for 24 h in the presence of vehicle or inhibitors. Inhibitor‐containing GM‐HEPES was used throughout the 24 h cold treatment period.

### 2.7 Western Blot Analysis

The cell samples were lysed in a 1× concentration of sample buffer and collected using a cell scraper. The lysates were triturated using a 29G syringe needle and heated at 95°C for 5 min. Equal volumes of the lysates were separated using a precast polyacrylamide gel system and transferred to PVDF membranes. The membranes were blocked and incubated with appropriate dilutions of primary and secondary antibodies for detecting GPX4 and myosin heavy chain (MyHC). ACTB and GAPDH served as loading controls to confirm the equivalent loading. Detection was performed using chemiluminescence reagents and images were acquired and quantified using a C‐DiGit Blot Scanner with Image Studio Digits 5.2 software.

### 2.8 EdU Incorporation Assay

Cell proliferation was measured using the Click‐iT EdU Cell Proliferation Kit for Imaging and Alexa Fluor 488 dye following the manufacturer's protocol. EdU (10 μM) was added during the final 6 h of each experimental condition (control, cold exposure at 4°C, or rewarming at 37°C) while maintaining the respective environmental settings. Cells were fixed in 4% PFA for 15 min at room temperature and permeabilized with 0.5% Triton X‐100 in PBS for 20 min. The Click‐iT reaction cocktail was then added and incubated in the dark at room temperature for 30 min. The cells were counterstained with Hoechst 33342 for 30 min in the dark and washed with PBS. Fluorescence images were acquired using a BZ‐X800 microscope system, and the cells were counted using the Hybrid Cell Count module of the BZ‐X Analyzer software based on Hoechst and Alexa Fluor 488 signals in five randomly selected nonoverlapping fields.

### 2.9 RNA Sequencing and Bioinformatics

Total RNA was extracted using ISOGEN II and the RNeasy Mini Kit. Total RNA quantitation and quality checks for purity and integrity were performed using a 5300 Fragment Analyzer System. RNA libraries and transcriptome sequencing were performed by BGI (Guangdong, China). Briefly, libraries were prepared using the Optimal Dual‐mode mRNA Library Prep Kit according to the manufacturer's recommended protocol. Each library was sequenced using the DNBSEQ‐G400 platform with a paired‐end sequence length of 150 bp (PE 150). DEGs were filtered based on a > 2.0‐fold increase or < 1/2 decrease (|log2FC| ≥ 1) and *Q* value < 0.05. Bioinformatics analysis, including GO analysis and heat mapping, was performed using the Dr. Tom software provided by BGI (Guangdong, China). The RNA‐seq datasets generated during the current study were deposited in the Gene Expression Omnibus under accession code GSE296910.

### 2.10 Immunofluorescence Staining of the Cultured Cells

The cells were fixed with 4% PFA, permeabilized with 0.3% Triton X‐100, and blocked with 5% goat serum. The cell samples were then incubated overnight at 4°C with primary antibodies diluted to the appropriate concentrations. Secondary antibodies conjugated with Alexa Fluor 488 or 594 were used appropriately, considering the combination of the host animal species and immunoglobulin subtypes of the primary antibodies. The cells were then treated with a DAPI solution for nuclear counterstaining. All images were obtained using a BZ‐X800 microscope system (Keyence, Osaka, Japan).

### 2.11 Differentiation Index and Myotube Diameter Measurements

Five nonoverlapping areas were randomly selected and used for the image analysis of differentiation index, myotube diameter, and myotube area. The differentiation index was calculated according to the formula [(# nuclei in MyHC‐positive cells/# total DAPI‐positive nuclei)*100]. The myotube diameter was evaluated using the method described by Trendelenburg et al. [29] Briefly, 20 to 30 biggest myotubes were measured in each area. Then, the 10 biggest myotubes from each picture were selected, and the average value (i.e., the mean of 10 myotubes per picture, for a total of 50 biggest myotubes) was considered one biological replicate. The MyHC‐positive regions were defined as myotube area.

### 2.12 In Vivo Muscle Regeneration

Regeneration of skeletal muscle was induced by intramuscular injection of CTX, a snake venom‐derived toxin that causes acute myofiber damage. During the periodic arousal phase of hibernation, 100 μL of 10 μM CTX in PBS was injected into the tibialis anterior (TA) muscle under isoflurane inhalation anesthesia. As a control, the contralateral TA muscle was injected with an equal volume of sterile saline. Skeletal muscle tissue was harvested 7 days postinjection during deep torpor. Animals were first euthanized via intraperitoneal administration of medetomidine (0.6 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). After confirmation of deep anesthesia, the animals were decapitated using a rodent guillotine, and tissues were promptly collected.

### 2.13 Histology and Immunostaining of Muscle Tissue

TA muscle samples were frozen in isopentane cooled with liquid nitrogen. They were sectioned into 10‐μm‐thick sections using a cryostat (Microm NX50H or Cryostat HM525NX, Thermo Fisher Scientific, Rockford, IL, USA) and stored at −80°C until further analysis. The sections were fixed in 4% PFA and stained with Mayer's hematoxylin solution for 5 min, followed by eosin staining for 5 min. To identify granulocytes in skeletal muscle, histochemical staining with Naphthol AS‐D chloroacetate esterase (CAE) was performed. CAE staining was carried out using a commercially available kit in accordance with the manufacturer's instructions. After the completion of the esterase reaction, sections were counterstained with Safranin O for 2 min to highlight nuclei, cytoplasmic and extracellular matrix components. For immunohistochemistry, sections were fixed with 4% PFA, permeabilized with 0.1% Triton X‐100, and blocked with 1% bovine serum albumin. The samples were incubated overnight at 4°C with primary antibodies diluted to appropriate concentrations. Secondary antibodies conjugated with fluorescence labeling were used appropriately, considering the combination of the host animal species and immunoglobulin subtypes of the primary antibodies. The antibodies and their combinations are listed in Table S2. To detect M1‐like and M2‐like macrophages, a fluorescent dye‐conjugated CD68 antibody and an antibody labeling kit for rabbit IgG (FlexAble 2.0 CoraLite Plus 555 Antibody Labeling Kit for Rabbit IgG) were used to accommodate the shared host species. Sections were mounted with DAPI Fluoromount‐G for nuclear counterstaining. Images were obtained using a BZ‐X800 microscope system (Keyence, Osaka, Japan). Five to six nonoverlapping areas were randomly selected and uniformly distributed across each muscle section for the quantitative analysis.

### 2.14 Quantification and Statistical Analysis

Quantitative analyses included cell viability, EdU incorporation, immunofluorescence signal intensity, muscle fiber cross‐sectional area, and macrophage infiltration. At least five randomly selected, nonoverlapping fields per sample were analyzed using the BZ‐X Analyzer software with the Hybrid Cell Count module (Keyence). The average value per sample was considered one biological replicate. For comparisons between two groups, an unpaired two‐tailed *t*‐test with Welch's correction was performed. One‐way or two‐way analysis of variance (ANOVA) followed by Tukey's multiple comparison test was used to compare more than two groups or two independent variables. Because some experiments involved small sample sizes, formal normality tests (e.g., Shapiro–Wilk) were interpreted with caution. Assumptions for ANOVA were primarily evaluated through residual diagnostics (QQ plots and residual–fitted plots). For robustness, pairwise contrasts identified as significant by ANOVA/Tukey were additionally examined with Welch's *t*‐tests, which yielded the same qualitative interpretation of group differences. All statistical analyses and graph generation were performed using GraphPad Prism (version 10, GraphPad Software). All data are presented as mean ± standard deviation. The significance thresholds were defined as *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001, respectively. The detailed statistical methods, *n* values, and group comparisons are described in the corresponding figure legends.

## 3 Results

### 3.1 Isolation and Characterization of Satellite Cells From Hibernating Mammals

To the best of our knowledge, SCs had not previously been isolated from mammalian hibernators before this study. Here, we established primary SC cultures from skeletal muscle of mammalian hibernators following the method of Yoshioka et al. [28] The isolated SCs showed high purity, as evidenced by the presence of Pax7‐ or MyoD‐positive cells, which accounted for over 95% of the primary cells isolated from the hamster skeletal muscle (Figure S1A–C). SCs efficiently differentiated into myotubes when cultured in DM, which confirmed their myogenic potential (Figure S1D,E). Using the same method, we also isolated SCs from skeletal muscle of chipmunks and bears (Figure S1F,G).

### 3.2 Cold Resistance and Proliferative Capacity of Satellite Cells From Hibernating Hamsters

We determined whether SCs from mammalian hibernators exhibit resistance to CICD. In SCs from mice, cold treatment for 24 and 48 h resulted in 61.7% and 85.4% propidium iodide (PI)‐positive dead cells, respectively (Figure 1A–C). Similarly, marked CICD was observed in SCs from nonhibernating rats (Figure S2A–C). In contrast, SCs from the Syrian hamster, a small hibernating species, exhibited pronounced resistance to CICD, with only 3.2% and 8.2% of PI‐positive cells after 24 and 48 h of cold exposure, respectively (Figure 1B,C). Consistently, in the LDH cytotoxicity assay, hamster SCs exhibited marked resistance, whereas mouse SCs showed over 80% cell death after 24 h of cold exposure (Figure 1D). We have also observed CICD resistance in SCs isolated from other hibernators (Figure S2A–C), including chipmunks, smaller hibernators that undergo deep torpor and drastic *T*_b_ oscillations [30], and bears, a larger hibernator that experiences sustained reductions in T_b_ during hibernation [6]. These results suggest that CICD resistance is a conserved cellular feature in SCs of mammalian hibernators that undergo torpor‐associated reduction in *T*_b_.

**FIGURE 1:**
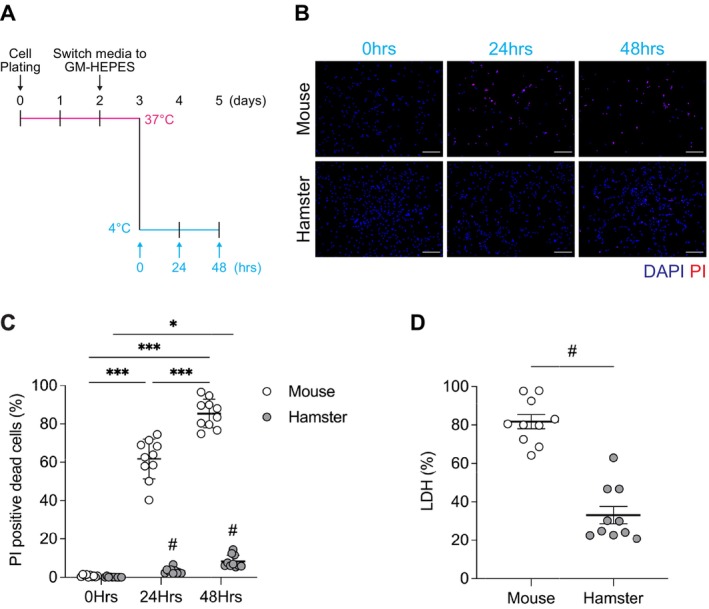
Satellite cells from hibernating hamsters exhibit resistance to cold‐induced cell death. (A) Schematic overview of the experimental design to assess cold‐induced cell death (CICD) in skeletal muscle satellite cells (SCs). SCs isolated from mice and Syrian hamsters were cultured at 37°C for 48 h after plating, followed by a medium change to a growth medium supplemented with HEPES (GM‐HEPES) and an additional 24 h incubation at 37°C. The cells were then subjected to cold exposure at 4°C for 24 or 48 h, without changing the medium. (B) Representative fluorescence images of SCs stained with propidium iodide (PI, red) and 4′,6‐diamidino‐2‐phenylindole (DAPI, blue) following cold exposure. PI‐positive nuclei are frequently observed in mouse SCs, whereas hamster SCs largely retain their viability. (C, D) Quantification of cell death by PI staining (C) and lactate dehydrogenase (LDH) release (D). In mouse SCs, both the PI‐positive cell counts and LDH release increased significantly over time. Hamster SCs showed minimal changes. Data are presented as mean ± SD (*n* = 10 per group). Statistical significance was assessed using two‐way ANOVA, followed by Tukey's post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 for time‐dependent comparisons within species. #*p* < 0.05, for comparisons between mouse and hamster at the same time point. Scale bars: 200 μm (B).

To determine the role of ferroptosis in CICD, we assessed markers of cellular stress following cold exposure in mouse and hamster SCs. Hallmarks of ferroptosis, including increased reactive oxygen species (ROS) production (DCFH‐DA staining) and accumulation of intracellular free iron (FerroOrange), were observed in mouse SCs after 3–6 h of cold exposure, whereas these responses were minimal in hamster SCs (Figure 2A,B). Lipid peroxidation associated with CICD (assessed by Liperfluo) was also apparent in mouse SCs, most notably in detached dead cells, while the cold treatment had minimal effect on hamster SCs (Figure 2C,D). The level of GPX4 protein, an antioxidant enzyme that inhibits ferroptosis, was more abundant in hamster SCs compared with that in mouse SCs (Figure 2E,F). Neither necroptosis inhibitor Necrostatin‐1 nor apoptosis inhibitor Z‐VAD‐FMK prevented CICD in mouse SCs, whereas the ferroptosis‐specific inhibitor Ferrostatin‐1 rescued cell viability (Figure 2G–I). These results indicated that CICD in nonhibernating mouse SCs is mediated by ferroptosis, whereas resistance in hamster SCs is attributed to the suppression of ferroptosis, which may be mediated by intrinsically higher GPX4 expression.

**FIGURE 2:**
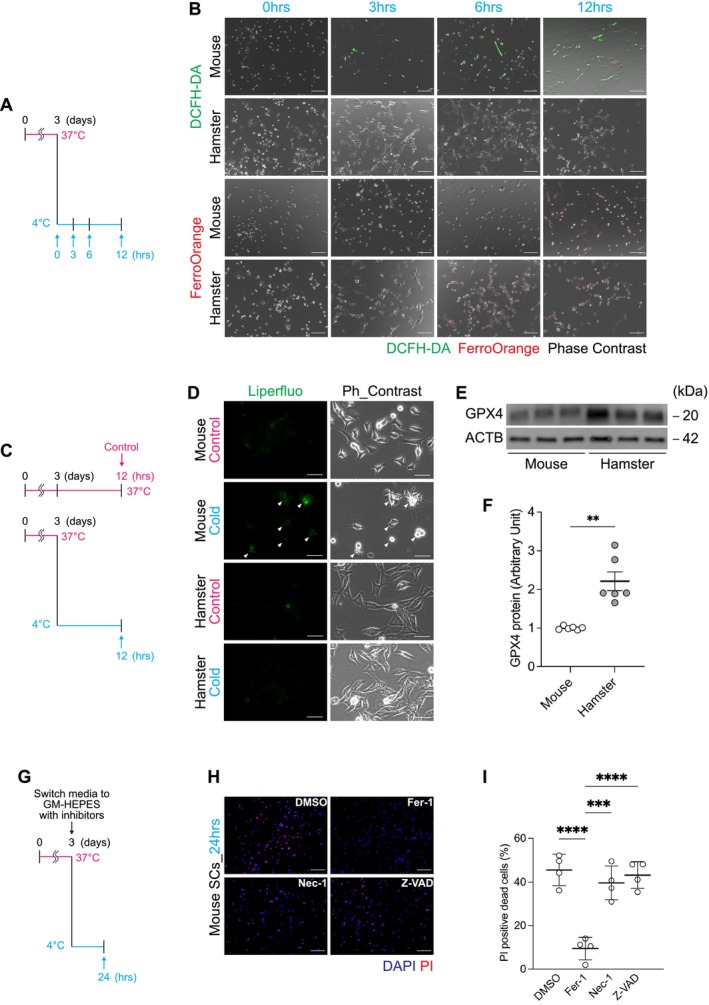
Cold‐induced cell death in mouse satellite cells is mediated by ferroptosis and suppressed in hamster cells. (A) Schematic overview of the experimental design used to evaluate oxidative stress and ferroptosis in satellite cells (SCs) exposed to cold conditions. Mouse and hamster SCs were incubated at 4°C for 3, 6, or 12 h, followed by staining with DCFH‐DA and FerroOrange to detect reactive oxygen species (ROS) and intracellular free iron levels, respectively. (B) Representative fluorescence images of DCFH‐DA and FerroOrange staining of mouse and hamster SCs after 0–12 h of cold exposure. (C) Mouse and hamster SCs were incubated at 4°C for 12 h, followed by staining with Liperfluo to detect intracellular lipid peroxides. (D) Representative fluorescence (Liperfluo) and phase‐contrast images of mouse and hamster SCs after cold exposure. White arrowheads indicate detaching cells that show enhanced Liperfluo fluorescence, reflecting increased lipid peroxide accumulation. (E, F) Western blot analysis (E) and quantification (F) of glutathione peroxidase 4 (GPX4) and β‐actin (ACTB) in mouse and hamster SCs under baseline conditions. *n* = 6 per group. Protein levels were expressed as arbitrary units. (G) Schematic overview of the experimental design for the inhibitor assays. Mouse SCs were cultured at 37°C for 48 h, followed by a 24 h pre‐incubation in GM‐HEPES at 37°C. Cells were then subjected to cold exposure at 4°C for 24 h in the presence of vehicle (DMSO), ferroptosis inhibitor (Ferrostatin‐1), necroptosis inhibitor (Necrostatin‐1), or apoptosis inhibitor (Z‐VAD‐FMK). (H) Representative fluorescence images of PI and DAPI staining in the presence of each inhibitor. (I) Quantification of PI‐positive cells in each group. Data are presented as mean ± SD (*n* = 4 per group). Statistical significance was assessed using one‐way ANOVA followed by Tukey's post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. DMSO‐treated control. Scale bars: 200 μm (B and H), 50 μm (D).

To further examine the cellular response to cold stress, we pulsed cells with the thymidine analog 5‐ethynyl‐2′‐deoxyuridine (EdU) to assess cell proliferation. After 24 h of cold exposure, EdU‐positive proliferating cells were absent in mouse and hamster SCs. Upon rewarming, mouse SCs exhibited minimal proliferation, whereas hamster SCs restored proliferation to levels comparable to those of preexposure conditions (Figure 3A–C). These results indicate that hamster SCs resist CICD while retaining their capacity to proliferate following cold exposure and rewarming. Importantly, mouse SCs treated with Fer‐1 during cold exposure showed comparable EdU incorporation upon rewarming to that of the pre‐cold control group (Figure 3D–F). This demonstrates that mouse SCs are able to maintain their proliferative capacity during cold exposure through CICD inhibition by suppressing ferroptosis.

**FIGURE 3:**
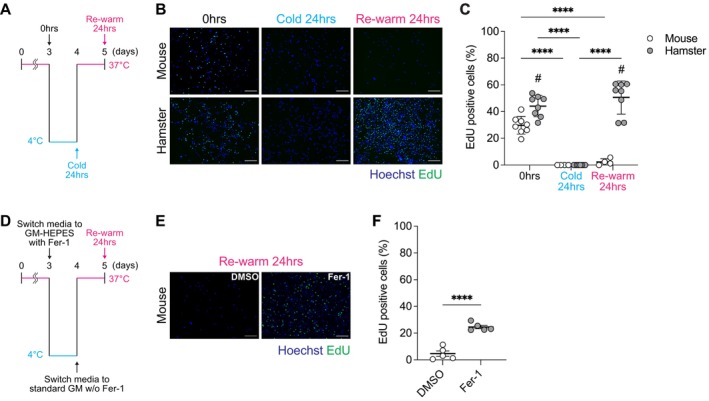
Satellite cells from hibernating hamsters resume proliferation after cold exposure and rewarming. (A) Schematic overview of the experimental design to assess satellite cell (SC) proliferative capacity after cold exposure and rewarming. SCs isolated from mice and Syrian hamsters were cultured at 37°C for 48 h after plating, and then incubated in GM‐HEPES at 37°C for 24 h, followed by cold exposure at 4°C for 24 h. The cells were subsequently rewarmed and maintained at 37°C for 24 h. 5‐ethynyl‐2′‐deoxyuridine (EdU) was added during the final 6 h to label proliferating cells. (B) Representative fluorescence images of Hoechst and EdU staining of mouse and hamster SCs under control, cold exposure, and rewarming conditions. (C) Quantification of EdU‐positive cells under the indicated conditions. Data are presented as mean ± SD (*n* = 4–8 per group). (D) Mouse SCs were cultured at 37°C for 48 h, followed by a 24 h pre‐incubation in GM‐HEPES at 37°C. Cells were then subjected to cold exposure at 4°C for 24 h in the presence of vehicle (DMSO) or ferroptosis inhibitor (Ferrostatin‐1). The cells were subsequently rewarmed and maintained at 37°C for 24 h in standard GM without DMSO or Ferrostatin‐1. EdU was added during the final 6 h. (E) Representative fluorescence images of Hoechst and EdU staining of mouse SCs after rewarming. (F) Quantification of EdU‐positive cells in each treatment. Data are presented as mean ± SD (*n* = 5 per group). Statistical significance was assessed using two‐way ANOVA, followed by Tukey's post hoc test. ****p < 0.0001 for comparisons between time points. # *p* < 0.05, for comparisons between mouse and hamster at the same time point. Scale bars: 200 μm (B and E).

### 3.3 RNA‐Seq Revealed Cold‐Induced Downregulation of Myogenic Genes in Hamster SCs

RNA‐seq analysis was performed to analyze the cellular responses of hamster SCs to 24 h of cold exposure, and 64 differentially expressed genes (DEGs) were identified. 

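RNA was sequenced from Syrian hamster SCs collected at 37°C before cold exposure (control, 4 libraries) and from SCs kept at 4°C for 24 h (cold, 4 libraries). Both groups had been cultured at 37°C for 48 h and then for 24 h in growth medium with 100 mM HEPES, a buffer that keeps the pH steady in the cold. The cold cultures were therefore 24 h older than the controls at collection, and the libraries include no culture kept at 37°C over those 24 h. The paper's times give 3 days at 37°C for every culture, whereas the treatment labels give 3, 4, 5 and 6 days for control replicates 1, 2, 3 and 4. The titles and library names of the same controls give day 3, as the paper does. The paper's time was used here. The paper calls the samples biological replicates (n = 4 per group). Nothing in the sources used here says whether they came from separate animals, so p-values reach no further than these samples. Libraries of polyadenylated RNA were sequenced by BGI as paired-end reads on a DNBSEQ instrument. The aligner, the counting tool and the genome build are not given in the sources used here. The authors deposited estimated read counts and TPM for each gene, together with read counts made whole and divided by 1 size factor per library. Between 96.4% and 96.6% of the counts in a library were whole numbers. Counts summed to 16.5 to 18.1 M per control library (median 17.4 M) and to 17.4 to 18.5 M per cold library (median 17.4 M). Of 31581 genes listed, 13991 had no values in any library, of which 9965 were noncoding and 4013 were listed as mRNA. Counts were rounded to whole numbers, and 12506 of the 17590 genes with values passed edgeR's filter on low counts. Cold was compared with control by edgeR's quasi-likelihood test at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change of at least 1 in size. This test draws each gene's spread toward that of other genes, so a small p-value need not mean that its replicates agreed. Each SE given is the size of the log2 fold change divided by the square root of the test's F statistic. The test, the gene lists and the rule for naming genes were set before the data were examined, though the paper's source data, which hold TPM of its 24 named genes in these libraries, had been seen by then. Libraries fell apart by replicate as well as by temperature. The first principal component held 54.5% of the variance and parted replicates 1 and 2 from replicates 3 and 4 in both groups, and the second held 17.9% and parted cold from control. Libraries with the same replicate number deviated together. Less strongly, so did replicates 1 with 2 and 3 with 4. Values with the replicate number as a block are therefore given wherever they change a call or a count. Counts with the block had, however, been seen before this agreement between libraries was measured.

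**Figure D1:**
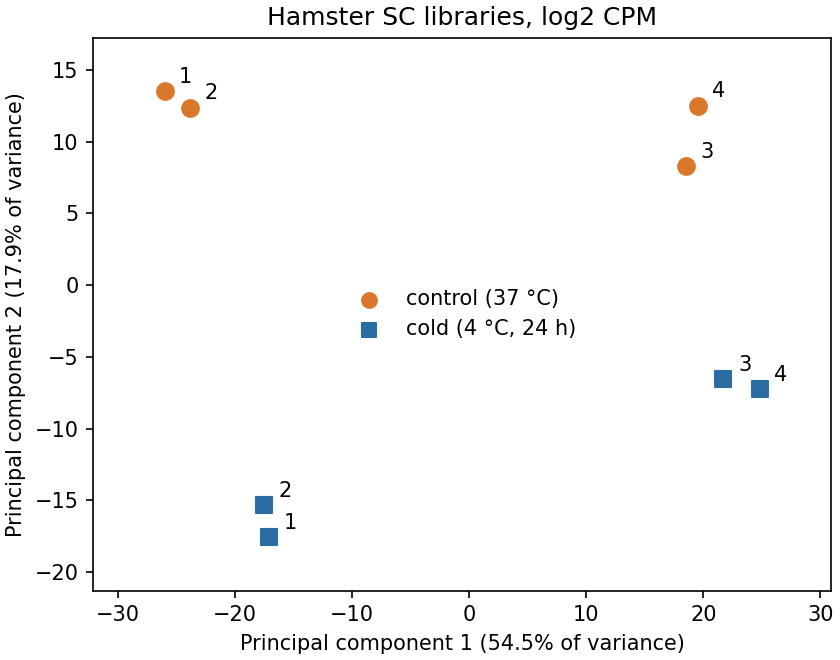
Principal components of log2 CPM for the 4 control and 4 cold libraries, with the replicate number beside each point. Component 1 (horizontal, 54.5% of the variance) parts replicates 1 and 2 from 3 and 4, and component 2 (vertical, 17.9%) parts control, above, from cold, below.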

DEGs were defined as those with a fold change of |log2 FC| ≥ 1 (i.e., more than 2‐fold upregulation or less than half expression) and a *Q*‐value < 0.05. All 64 DEGs were downregulated in response to cold exposure (Figure 4A,B). 

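Every gene past both thresholds in edgeR's test was lower after 24 h at 4°C. Col25a1, a membrane collagen of muscle that motor axons need in order to innervate it, fell from 1.36 ± 0.288 CPM in the control libraries to 0.142 ± 0.0585 CPM in the cold libraries (SD, n = 4 each). The cold values rest on a few reads per library, near the floor. Myl4, a myosin light chain of developing muscle, fell from 148 ± 57.6 to 24.9 ± 6.50 CPM, and Myom3, a protein that crosslinks thick filaments at the M band, fell from 41.0 ± 13.2 to 9.71 ± 0.975 CPM (SD, n = 4 each). Aldh1a1, an enzyme that makes retinoic acid and is listed as LOC101822890, fell from 12.4 ± 2.87 to 3.82 ± 0.228 CPM. LOC110340214, a protein-coding gene without a name in the annotation, fell from 3.71 ± 1.17 to 0.734 ± 0.237 CPM. The log2 fold changes from edgeR's quasi-likelihood test were -3.20 for Col25a1 (SE 0.35, adjusted p = 0.0195), -2.57 for Myl4 (SE 0.31, adjusted p = 0.0301) and -2.33 for LOC110340214 (SE 0.31, adjusted p = 0.0454). They were -2.08 for Myom3 (SE 0.22, adjusted p = 0.0195) and -1.70 for LOC101822890 (SE 0.17, adjusted p = 0.0194) in the same test. Col25a1 and LOC110340214 lie outside the rule for naming genes and were named after their values were seen. In all, 5 genes were lower and 0 higher past both thresholds in edgeR, and 516 were lower and 322 higher at an unadjusted p under 0.05. An adjusted p under 0.05 alone added 4 lower genes, for 9 lower and 0 higher, and these included Dchs1, a large cadherin, with a log2 fold change of -0.82 (SE 0.11, adjusted p = 0.0454 from edgeR). The others were Pgam2, Dysf and Neb. In edgeR without the block, adjusted p was 0.0769 to 0.208 for Dchs1 and 0.0729 to 0.0999 for the log2 fold change of Col25a1 when any 1 library other than control replicate 3 was left out. It was 0.0833 to 0.249 for the log2 fold change of LOC110340214 without any 1 library other than control replicates 2 and 3. The Dchs1 call was also lost at 1 CPM in 4 libraries (adjusted p = 0.0506 from edgeR) and in limma on log2 TPM (adjusted p = 0.112 to 0.129). In each of these settings only 3 genes passed both thresholds, all among the paper's 24. Col25a1 and LOC110340214 were not called there.
With the replicate number as a block, edgeR called 101 genes lower and 5 higher past both thresholds, and 509 lower and 158 higher at an adjusted p under 0.05 alone. Slc22a3, a transporter of organic cations, fell by 2.31 on the log2 scale (SE 0.14, adjusted p = 2.36e-09 from edgeR with the block), and Inha, the alpha subunit of inhibin, fell by 2.26 (SE 0.16, adjusted p = 1.50e-08 from the same fit). Both were lower in all 4 pairs. The 5 higher genes included Fos and Egr1, transcription factors of the immediate early response. Fos was higher in all 4 pairs, but Egr1 was higher in pairs 1 and 2 and slightly lower in pairs 3 and 4. Another was LOC121140292, a protein-coding gene without a name, with a log2 fold change of 3.00 (SE 0.45, adjusted p = 0.000200 from the same fit). The remaining genes, LOC121143563 and LOC121143564, held equal counts in every library and cannot be told apart, with 1.13 each (SE 0.31, adjusted p = 0.0397 from the same fit). Of these 5, the 3 unnamed genes were named after their values were seen. DESeq2's Wald test without the block called 71 genes lower and 0 higher, of which 65 were among the 101, and the 5 genes of the test without the block were in both sets. Of the edgeR counts without the block, 5 lower became 0 without control replicate 4 or cold replicate 1, 3 or 4, 1 without control replicate 2 or cold replicate 2, 3 without control replicate 1, and 33, with 1 higher, without control replicate 3. With the block, 158 higher became 41, 16, 102 and 319 without replicate 1, 2, 3 and 4, and 5 higher past both thresholds became 3 without replicate 4.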

Gene Ontology (GO) enrichment analysis (cellular component category) revealed significant enrichment for terms associated with striated muscle structures, including “Z‐disc,” “striated muscle thin filament,” “myofibril,” “M band,” “myosin complex,” and “sarcolemma” (Figure 4C). 

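Counts are given for lists of the filaments, the Z-disc, the M band and the sarcolemma, which these terms name, and for excitation-contraction coupling, which they do not. Here and below, counts are out of the list members that passed the filter on low counts. Of 25 such genes of the thick and thin filaments, 2 fell in edgeR's test, Myl4 and Neb, which encodes nebulin, the ruler of the thin filament. With the replicate number as a block, 21 fell. Of 19 Z-disc genes, 0 passed the test without the block and 17 fell with it. Among them were Trim54, a ubiquitin ligase bound to titin and microtubules, with -2.94 (SE 0.27), and Csrp3, the muscle LIM protein, with -2.75 (SE 0.15). Of 9 M-band genes, 1 fell without the block, Myom3, and 9 fell with it, among them Myom2, a myomesin that links thick filaments, with -0.90 (SE 0.10). Of 14 genes of the dystrophin complex and sarcolemma, 1 fell without the block and 8 with it. They include Dysf, needed for membrane repair, with -0.97 (SE 0.13) without the block, and Cav3, the caveolin of muscle, with -2.15 (SE 0.20) with it. Of 16 genes of excitation-contraction coupling, 0 passed without the block and 13 fell with it. Among them were Casq2, a calcium store of the sarcoplasmic reticulum, with -2.34 (SE 0.12), Hrc, which binds calcium there, with -2.27 (SE 0.20), and Jph2, which ties it to the surface membrane, with -0.92 (SE 0.11).
Values are log2 fold changes of cold against control from edgeR, with adjusted p = 0.0454 for Neb (-0.53, SE 0.07) and for Dysf without the block. Both calls were lost without any 1 library other than control replicate 3 (adjusted p = 0.0833 to 0.208 for Neb and 0.0938 to 0.208 for Dysf from edgeR), at 1 CPM in 4 libraries (0.0506 each) and in limma on log2 TPM (0.0678 to 0.0698 and 0.0564 to 0.0606). With the block, edgeR gave adjusted p = 4.15e-07 for Trim54, 4.98e-10 for Csrp3, 2.49e-06 for Myom2, 5.91e-07 for Cav3, 1.99e-10 for Casq2, 3.19e-07 for Hrc and 1.01e-05 for Jph2, each lower in all 4 pairs. The gene of the filaments that rose with the block was Tpm3, a tropomyosin, with 0.15 (SE 0.04, adjusted p = 0.0189 from edgeR), named after its value was seen. Adjusted over the list alone, without the block, 14 filament genes were lower and 1 higher, and 15 Z-disc, 8 M-band, 5 sarcolemma and 13 coupling genes were lower. At an unadjusted p under 0.05 from edgeR, 15 Z-disc genes and 13 coupling genes were lower and 0 higher, and DESeq2 called 7 and 8 of them lower.
As groups, the lists stood below the other genes in camera with a preset correlation of 0.01. The median log2 fold change was -0.80 for the filaments (adjusted p = 4.74e-17 from limma's camera, adjusted p = 0.109 with an estimated correlation) and -0.75 for the Z-disc (adjusted p = 5.45e-18, adjusted p = 0.122 with an estimated correlation). It was -0.97 for the M band (adjusted p = 4.87e-13 from camera, adjusted p = 0.0832 with an estimated correlation). For the sarcolemma it was -0.22 (adjusted p = 7.64e-08, adjusted p = 0.109 with an estimated correlation), and for coupling -0.80 (adjusted p = 7.04e-16, adjusted p = 0.0842 with an estimated correlation). By Fisher's exact test, one-sided, genes past both thresholds were over-represented in 2 of these lists. They were the filaments, with 1 of 25 (adjusted p = 0.0249 over the lists), and the M band, with 1 of 9 (adjusted p = 0.0180). The genes were Myl4 and Myom3, both named by the paper from these samples and seen before the lists were set. Every list but coupling holds genes that the paper names, so these tests are not independent of it. With the block, genes past both thresholds were over-represented in all 5 lists by Fisher's exact test, one-sided, with 10 filament genes (adjusted p = 1.11e-14), 7 Z-disc genes (adjusted p = 2.11e-10), 6 coupling genes (adjusted p = 2.99e-09), 3 M-band genes (adjusted p = 5.18e-05) and 3 sarcolemma genes (adjusted p = 0.000174). The muscle lists also differed between replicates, in a fit that treated same-numbered control and cold libraries as independent. The filaments (median log2 difference -0.77, 20 of 25 genes lower), the M band (-0.71) and the Z-disc (-0.57) were lower in replicates 3 and 4 than in replicates 1 and 2. The medians of macrophage markers (0.77) and fibroblast markers (0.48) were higher in replicates 3 and 4. The Fisher calls without the block changed with the libraries used, with 0 of the 5 lists left without control replicate 2 or 4 or any 1 of the cold replicates, 1 without control replicate 1 and 5 without control replicate 3.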

The 64 DEGs included genes encoding the structural components of muscle fibers (Myl4, Acta1, Myh3, Myl1, and Tnnt1), regulators of myogenic cell proliferation [Myom3 [31], Mstn [32], Arx [33], Egf [34], St6gal2 [35], and Dtna [36]], and genes associated with myogenic differentiation [Aldh1a1 [37], Lmod3 [38], Hspb1 [39, 40], Ripor2 [41], Casz1 [42], Kcnj2 [43], Abra [44], Unc45b [45], Mef2c [46], Myoz2 [47], Smyd1 [48], Smpx [49], and Mypn [50]] (Figure 4D–G). These results indicated that cold exposure induces broad transcriptional suppression of genes associated with muscle structure, SC activation, and myogenic differentiation in hamster SCs. This suggests a molecular mechanism that involves downregulation of SC function under cold conditions.

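All 24 named genes had lower counts at 4°C than in the control of the same replicate number in each of the 4 pairs, with log2 fold changes from -2.57 to -1.03 and a median of -1.72. Among the structural genes, Acta1, the actin of skeletal muscle, fell from 573 ± 218 to 154 ± 34.5 CPM and Myh3, the embryonic myosin heavy chain, from 1481 ± 554 to 542 ± 138 CPM (SD, n = 4 each; calls with the replicate number as a block). Among the regulators of proliferation, Mstn, or myostatin, which limits muscle growth, fell from 24.4 ± 5.83 to 7.20 ± 2.38 CPM, and Egf, a growth factor, from 3.65 ± 1.66 to 0.793 ± 0.0977 CPM. Among the differentiation genes, Mef2c, a transcription factor of muscle genes, fell from 101 ± 48.2 to 35.9 ± 9.66 CPM, Smyd1, a methyltransferase that works with the myosin chaperone, from 24.5 ± 11.5 to 8.60 ± 2.87 CPM, and Hspb1, a small heat shock protein, from 152 ± 51.4 to 70.0 ± 10.3 CPM. Smpx, a small protein of striated muscle, fell from 3.13 ± 1.21 to 0.568 ± 0.258 CPM, and Lmod3, which nucleates actin filaments, from 33.9 ± 10.7 to 11.6 ± 2.50 CPM.
With the block, the log2 fold changes from edgeR were -1.85 for Acta1 (SE 0.09, adjusted p = 9.63e-11), -1.41 for Myh3 (SE 0.07, adjusted p = 1.50e-10), -1.76 for Mstn (SE 0.17, adjusted p = 9.07e-07) and -2.18 for Egf (SE 0.22, adjusted p = 1.92e-06). They were -1.43 for Mef2c (SE 0.09, adjusted p = 3.43e-09), -1.49 for Smyd1 (SE 0.10, adjusted p = 6.03e-09), -1.08 for Hspb1 (SE 0.08, adjusted p = 5.95e-08), -2.45 for Smpx (SE 0.24, adjusted p = 1.25e-06) and -1.52 for Lmod3 (SE 0.10, adjusted p = 2.92e-09) in the same fit. Of the remaining structural genes, Myl1, a fast myosin light chain, had -2.02 (SE 0.10) and Tnnt1, the slow troponin T, -2.18 (SE 0.15) with the block. St6gal2, a sialyltransferase, had -1.03 (SE 0.13) and Dtna, of the dystrophin complex, -1.19 (SE 0.13) with the block. In the differentiation group, Unc45b, the myosin chaperone, fell short of the log2 threshold with the block, at an adjusted p = 1.80e-07 from edgeR, and Ripor2, Casz1, Kcnj2, Abra, Myoz2 and Mypn also fell there. Reads of Acta1 may be shared with the near-identical actins of heart and smooth muscle.
Without the block, edgeR put 3 of the 24 genes past both thresholds, Myl4, Myom3 and LOC101822890 (Aldh1a1), and the highest adjusted p among the 24 was 0.360. With the block, 24 passed the adjusted p, the highest being 0.000288, and 23 passed both thresholds, all but Unc45b. DESeq2's Wald test without the block put all 24 past both thresholds, with a highest adjusted p of 0.0256. By the paper's groups, 1 of 5 structural genes, 1 of 6 regulators of proliferation and 1 of 13 differentiation genes passed without the block, and 5, 6 and 13 passed when adjusted over the list alone. The paper chose these lists on the same samples, so these counts are not independent evidence of their direction. The medians were -2.04, -1.76 and -1.54 on the log2 scale in that order (adjusted p = 4.15e-12, 1.63e-14 and 7.71e-25 from limma's camera, and adjusted p = 0.0832 each with an estimated correlation). Of the 24 genes, 19 were also lower in replicates 3 and 4 than in replicates 1 and 2, with median differences of -0.82, -0.71 and -0.66 in the 3 groups. The fit for this contrast treated same-numbered control and cold libraries as independent. Without cold replicate 1, adjusted p rose to 0.177 for the log2 fold change of Myl4, 0.122 for the log2 fold change of Myom3 and 0.0999 for the log2 fold change of LOC101822890 in edgeR without the block, while the folds stayed at -2.61, -2.07 and -1.68. None of the 24 passed without control replicate 2 or 4 or any 1 of the cold replicates, 2 passed without control replicate 1 and 14 without control replicate 3.

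**Figure D2:**
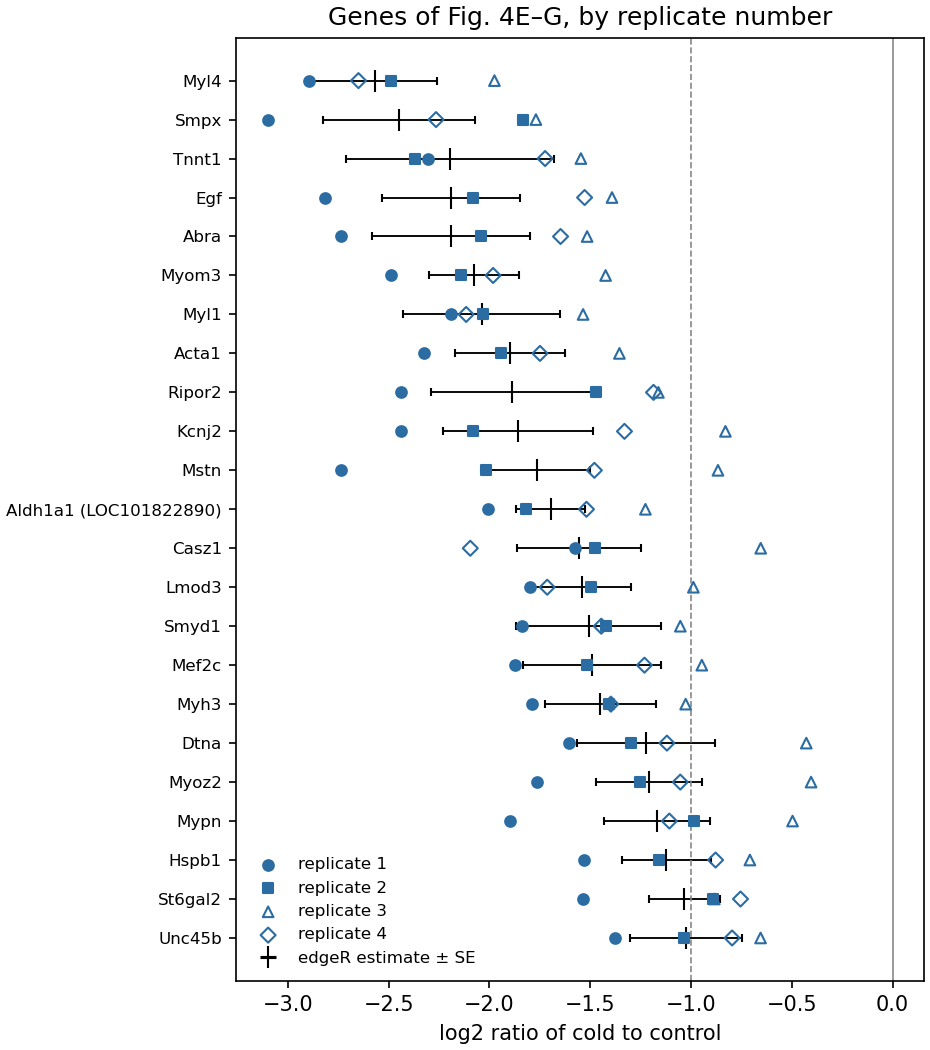
Log2 ratio of cold to control CPM (horizontal) for 23 of the 24 genes of Fig. 4E to 4G, with 1 symbol per replicate number and edgeR's estimate without the block ± SE as a bar. Every point lies below 0, and the estimates run from -2.57 for Myl4 to -1.03 for Unc45b and St6gal2; the dashed line marks the log2 threshold of -1.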

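Of 9 tested enzymes and subunits of muscle energy supply (12 had values), 9 fell with the replicate number as a block. Without it 1 fell, Pgam2, the muscle phosphoglycerate mutase of glycolysis, with -0.99 (SE 0.09). Of 10 myogenic transcription factors, 6 fell with the block and 0 passed without it. Myog, or myogenin, which starts terminal differentiation, had -0.71 (SE 0.04) and Myf6, a factor of late differentiation, -0.83 (SE 0.14) with the block, while Myod1, the MyoD of activated SCs, had -0.13 (SE 0.03). Of 12 genes of SC activation, 0 passed without the block, and with it 1 fell, Myod1, and 2 rose, Met, the receptor for hepatocyte growth factor, and Megf10, a receptor of proliferating SCs. Of 19 genes of quiescence and Notch signaling, 2 fell with the block and 0 without it. They were Cdkn1c, an inhibitor of the cell cycle, with -0.82 (SE 0.08), and Itga7, an integrin of muscle that binds laminin, with -0.29 (SE 0.03). Pax7, the marker of SCs, stood at 46.3 ± 5.15 CPM in cold and 43.9 ± 6.31 CPM in control libraries (SD, n = 4 each).
Among the energy genes, Prkag3, a muscle subunit of AMP-activated kinase, had -1.10 (SE 0.14), Phka1, of phosphorylase kinase, -0.58 (SE 0.09), and Pfkm, the muscle phosphofructokinase, -0.41 (SE 0.05) with the block. Of 9 genes of the neuromuscular junction, 5 fell with the block and 0 passed without it. Among them were the acetylcholine receptor subunits Chrna1 with -0.32 (SE 0.05), Chrnd with -0.19 (SE 0.03) and Chrng with -0.37 (SE 0.05). The other two were Rapsn and Musk, which cluster that receptor. Of 9 genes of myoblast fusion, 3 fell with the block and 0 passed without it. They were the membrane proteins that fuse myoblasts, Mymk with -1.54 (SE 0.06) and Mymx with -0.38 (SE 0.05), and Cdh15, a cadherin of myoblasts, with -0.32 (SE 0.04). Mef2a and Mef2d, partners of the myogenic factors, had -0.18 each (SE 0.04 and 0.05) with the block. Six4 and Tead4, which act with them, and Myf5, an early factor of SCs, had adjusted p = 0.440, 0.112 and 0.361 from edgeR with the block, at log2 fold changes of -0.07, -0.14 and 0.08. Met had 0.16 (SE 0.04) and Megf10, named after its value was seen, 0.17 (SE 0.04) with the block. Of these 2 rises, 0 passed in edgeR without replicate 1 or 2, or on replicates 1 and 2 summed and 3 and 4 summed.
Values are log2 fold changes of cold against control from edgeR, without the block only for Pgam2 (adjusted p = 0.0194). That call was lost without control replicate 4 (adjusted p = 0.0613 from edgeR) and cold replicates 1, 3 and 4 (0.0876, 0.0833 and 0.0938). With the block, edgeR gave adjusted p = 2.96e-09 for Myog, 0.000614 for Myf6, 0.0200 for Myod1, 6.96e-12 for Mymk, 0.000103 for Mymx, 1.19e-05 for Cdh15, 1.38e-06 for Cdkn1c, 1.14e-05 for Itga7, 0.0331 for Met and 0.0184 for Megf10. Of these genes, the first 8 were lower and the last 2 higher in all 4 pairs. For the rest edgeR with the block gave adjusted p = 0.0147 for Mef2a, 0.0399 for Mef2d, 2.40e-05 for Prkag3, 0.000260 for Phka1, 3.26e-05 for Pfkm, 0.000441 for Chrna1, 0.00185 for Chrnd and 5.68e-05 for Chrng. Pax7 had 0.08 (SE 0.05, adjusted p = 0.456 from the same fit) and Myog without the block -0.74 (SE 0.37, adjusted p = 0.824 from edgeR). Adjusted over the list alone, without the block, 7 energy genes, 3 genes of the junction, 2 transcription factors, 2 fusion genes, 1 quiescence gene and 0 activation genes were lower. At an unadjusted p under 0.05 in edgeR without the block, 5 junction genes, 2 transcription factors, 2 fusion genes and 1 quiescence gene were lower and 2 activation genes higher, and DESeq2 called 2, 1, 2, 1 and 0 of these lists' genes lower or higher.
As groups, the median log2 fold change was -1.11 for the energy genes (adjusted p = 6.52e-14 from limma's camera, adjusted p = 0.0832 with an estimated correlation), -0.18 for the junction (adjusted p = 1.51e-05, adjusted p = 0.109 with an estimated correlation) and -0.16 for the transcription factors (adjusted p = 0.00572, adjusted p = 0.307 with an estimated correlation). Camera's adjusted p for the transcription factors was 0.0963 without cold replicate 4. The fusion genes had a median of -0.13 (adjusted p = 0.0609 from camera), with adjusted p = 0.0366 at plain library totals, 0.0384 without control replicate 3 and 0.0307 without cold replicate 1. The medians of quiescence (-0.03, adjusted p = 0.231 from camera) and activation (0.07, adjusted p = 0.162) did not stand apart from other genes. Against no change fry gave quiescence an adjusted p = 0.216 without the block and 0.0100 with it. Between replicates, the transcription factors had a median log2 difference of -0.38 and the energy genes of -0.27, lower in replicates 3 and 4 than in 1 and 2. From the falls of the named genes and the muscle terms in the enrichment, the paper concludes that cold broadly represses genes of muscle structure, SC activation and myogenic differentiation, and proposes that SC function is lowered by this route in the cold.

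**Figure D3:**
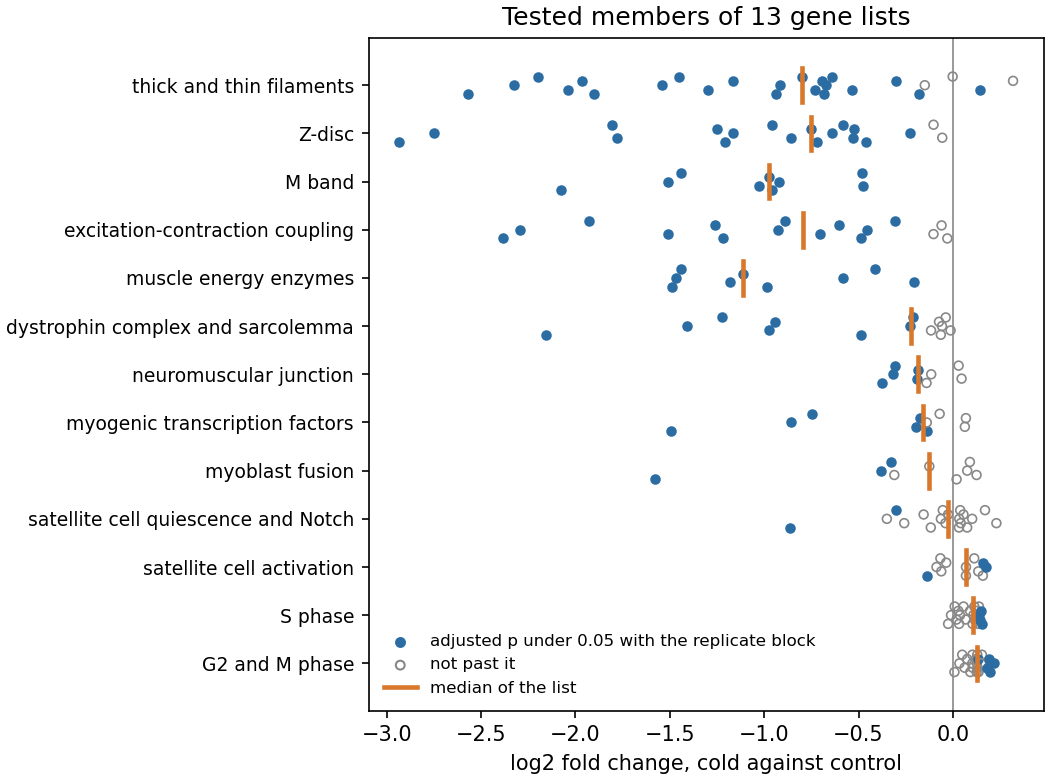
Log2 fold change of cold against control from edgeR without the block (horizontal) for each tested gene of 13 lists, with filled points for genes at an adjusted p under 0.05 with the replicate block and an orange bar at each list's median. Medians run from -1.11 for muscle energy enzymes and -0.97 for the M band to 0.13 for genes of the G2 and M phases.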

**FIGURE 4:**
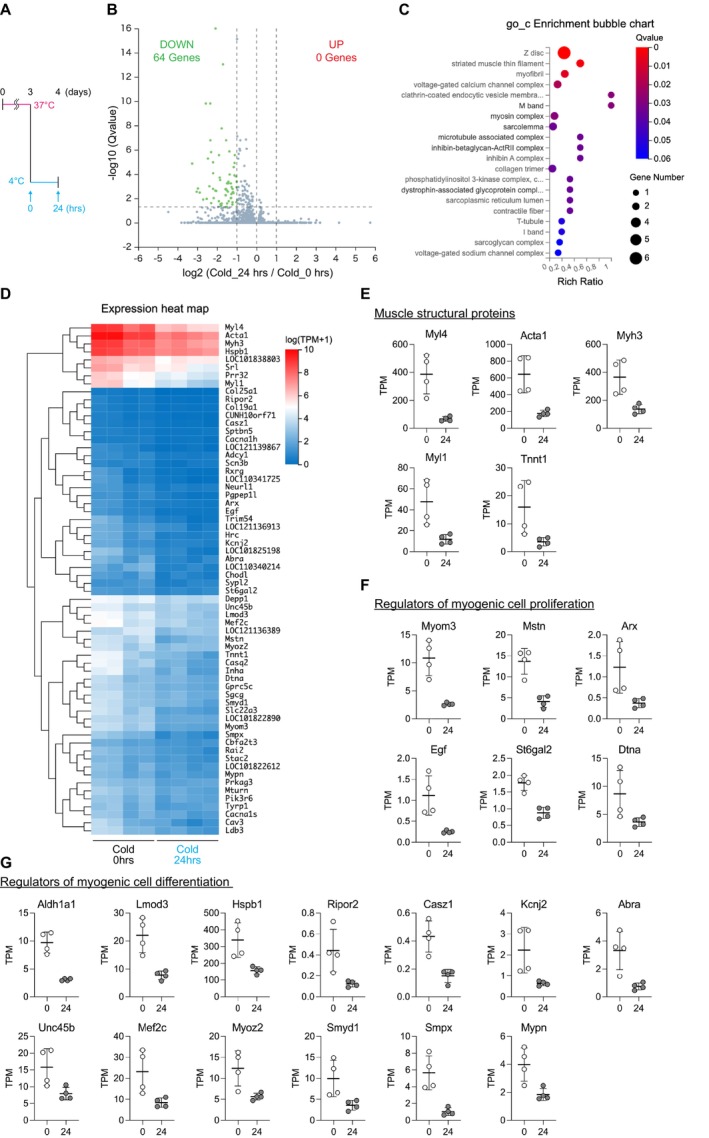
Cold exposure induces broad downregulation of myogenesis‐related genes in hamster satellite cells. (A) Schematic overview of the experimental design used for transcriptome analysis. Satellite cells (SCs) isolated from Syrian hamsters were cultured at 37°C for 48 h after plating, followed by 24 h incubation in GM‐HEPES at 37°C, and exposure to 4°C for 24 h. Total RNA was extracted for RNA sequencing before and after exposure to cold conditions. (B) Volcano plot showing differentially expressed genes (DEGs) between control and cold‐exposed SCs. A total of 64 genes were significantly downregulated after cold exposure (|log2 fold change| ≥ 1, *Q* < 0.05); no genes were upregulated. (C) Gene Ontology (GO) enrichment analysis (cellular component category) of 64 downregulated DEGs. (D) Heatmap displaying the expression levels of all 64 downregulated DEGs in the control and cold‐exposed SCs. (E–G) Selected subsets of downregulated DEGs were manually curated based on prior literature and known gene functions. (E) Genes encoding the structural components of muscle fibers. (F) Genes involved in the regulation of satellite cell proliferation. (G) Genes associated with myogenic differentiation. RNA‐seq was performed with biological replicates (*n* = 4 per group). Differential expression was defined as |log2 fold change| ≥ 1 and *Q* < 0.05. For panels (E–G), gene expression levels are shown as transcripts per million (TPM) values directly derived from RNA‐seq output without further normalization.

### 3.4 Cold Exposure Suppresses Myogenic Activation and Differentiation in Hamster SCs

To determine the effect of cold exposure on myogenic progression in CICD‐resistant hamster SCs, we measured the expression of Pax7 and MyoD in cells rewarmed after 24 h of cold treatment. Compared with the noncold‐exposed controls, the proportion of MyoD‐positive cells, a marker of SC activation, was significantly reduced in cold‐exposed hamster SCs, whereas the proportion of Pax7‐positive/MyoD‐negative (Pax7^+^/MyoD^−^) quiescent satellite cells was concomitantly increased (Figure 5A–C). In addition, the percentage of myogenin‐positive cells, a marker of myogenic differentiation, significantly decreased following cold exposure in hamster SCs subjected to differentiation induction (Figure 5D–F). Furthermore, despite being subjected to the same duration of differentiation induction, typical hallmarks of late‐stage differentiation including the protein expression of the myosin heavy chain, differentiation index, myotube diameter, and myotube area were all reduced, indicating inhibition of the myogenic process in response to cold exposure (Figure 5G–M).

**FIGURE 5:**
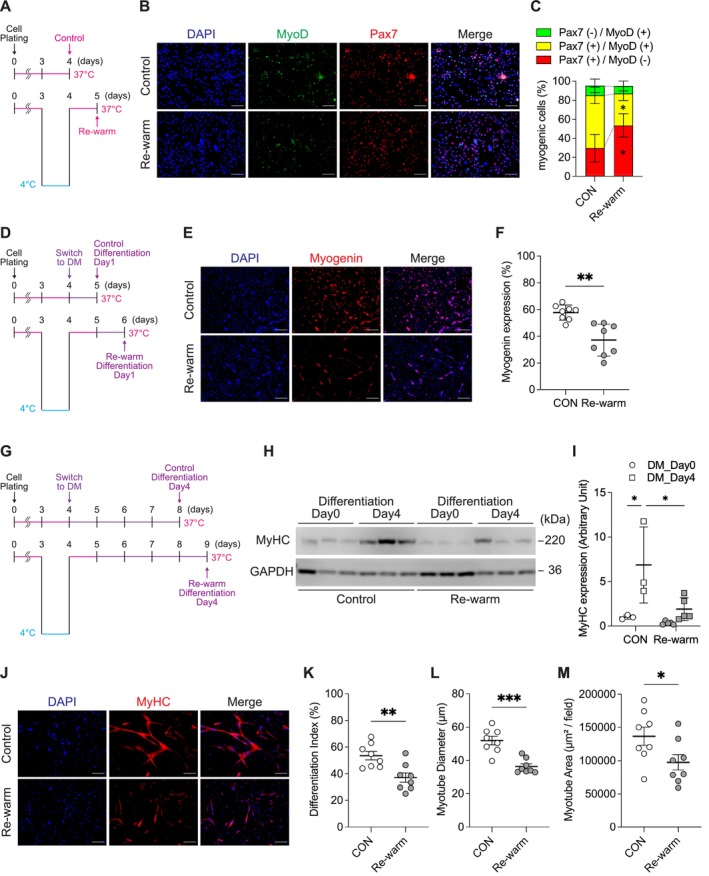
Cold exposure suppresses satellite cell activation and differentiation in hamster cells. (A) Schematic overview of experimental design for cold exposure and rewarming to evaluate satellite cell activation. Hamster satellite cells (SCs) were cultured at 37°C for 48 h after plating and then incubated in GM‐HEPES at 37°C for 24 h, followed by 24 h exposure to 4°C. The cells were then rewarmed and maintained at 37°C for 24 h before analysis. (B) Representative fluorescence images of Pax7 and MyoD immunostaining in the control and rewarmed SCs. (C) Quantification of the relative proportions of three cell populations—Pax7^+^/MyoD^−^, Pax7^+^/MyoD^+^, and Pax7^−^/MyoD^+^—within the total cell population. (D) Schematic overview of the experimental design for cold exposure, rewarming, and the subsequent induction of differentiation. (E) Representative images of myogenin immunostaining in control and rewarmed SCs after 24 h in the differentiation medium. (F) Quantification of myogenin‐positive cells after 24 h of differentiation. (G) Schematic overview of the experimental design for cold exposure, rewarming, and the subsequent induction of differentiation. During the differentiation period, cells were maintained in DM for 4 days, with the medium replaced with fresh DM every other day. (H) Western blot analysis of myosin heavy chain (MyHC) and glyceraldehyde‐3‐phosphate dehydrogenase (GAPDH) protein levels on differentiation days 0 and 4. GAPDH was used as a loading control. (I) Quantification of the MyHC protein band intensity. (J) Representative images of MyHC immunostaining. (K) Quantification of differentiation index. (L) Quantification of the myotube diameter. (M) Quantification of the total area of MyHC‐positive regions. Statistical analyses were performed as follows: (F), (K), (L), and (M), unpaired two‐tailed Welch's *t*‐test; (I) two‐way ANOVA followed by Tukey's post hoc test. Sample sizes: (F), (K), and (L), *n* = 8 per group; (I), *n* = 3–5 per group. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001; significance levels correspond to comparisons indicated in each panel. #*p* < 0.05, for comparisons between the control and rewarmed groups at the same time point. Scale bars: 200 μm (B, E, and J).

### 3.5 Hibernation Delays Skeletal Muscle Regeneration

Having established that cold exposure of primary cultured SCs from Syrian hamsters suppressed myogenic progression, we determined the effect of hibernation on skeletal muscle regeneration in vivo. Syrian hamsters were transferred from a standard environment (ambient temperature: 23°C ± 1°C, light 14 h, dark 10 h) to a winter‐like environment (ambient temperature: 5°C, light 8 h, dark 16 h), where they entered hibernation over a period of 2–4 months. During hibernation, the animals repeatedly cycled between states of deep torpor, marked by a pronounced reduction in *T*_b_, and periodic arousal, during which *T*_b_ returned to normothermic levels (Figure 6A).

**FIGURE 6:**
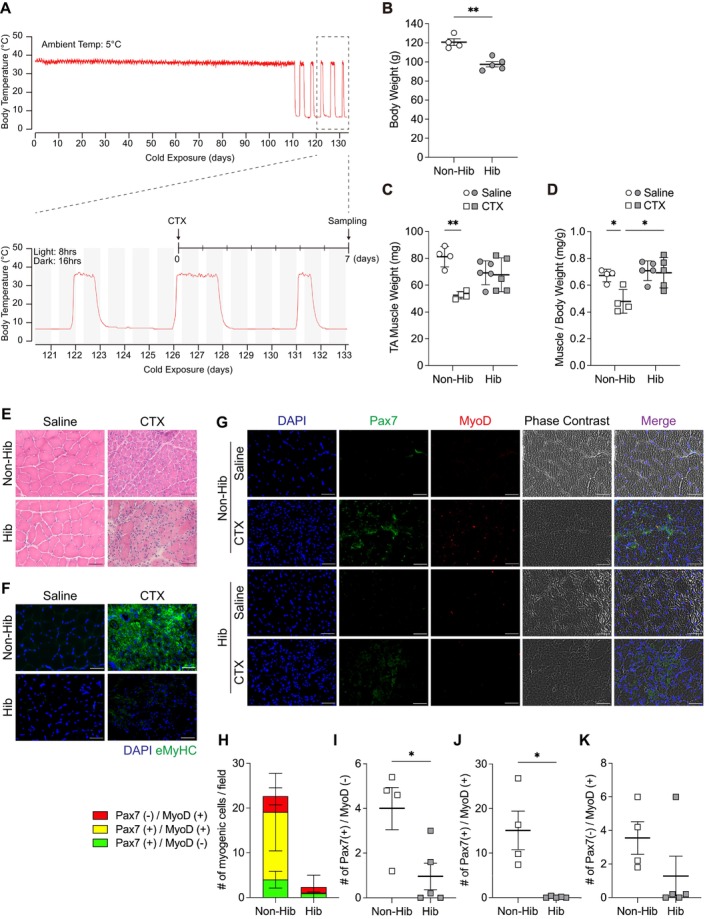
Skeletal muscle regeneration is suppressed during hibernation in Syrian hamsters. (A) Representative body temperature fluctuations recorded in a Syrian hamster during hibernation. The period corresponding to hibernation was enlarged to indicate the timing of cardiotoxin (CTX) injection during interbout arousal and tissue collection 7 days later during deep torpor. (B) Body weights of nonhibernating (Non‐Hib) and hibernating (Hib) animals at the time of tissue collection. (C) Absolute weights of the tibialis anterior (TA) muscles, with saline injected into one leg and CTX injected on the contralateral side. (D) TA muscle weight normalized to body weight. (E) Representative hematoxylin and eosin staining of TA cross‐sections. (F) Representative immunofluorescence images of embryonic myosin heavy chain expression. (G) Representative images showing Pax7 (green) and MyoD (red) expression along with DAPI staining and phase contrast; merged images are shown. (H) Total number of Pax7^+^ and/or MyoD^+^ cells per field. For each sample, at least five random fields were imaged, and the average number of positively stained cells per field was used as one biological replicate. (I–K) Separate quantification of Pax7^+^/MyoD^−^ (I), Pax7^+^/MyoD^+^ (J), and Pax7^−^/MyoD^+^ (K) cell populations in Non‐Hib and Hib groups. Statistical analysis: (B, I–K), unpaired two‐tailed Welch's *t*‐test; (C, D) two‐way ANOVA followed by Tukey's post hoc test. Sample sizes: Non‐Hib, *n* = 4; Hib, *n* = 5. Data are presented as mean ± SD. *p < 0.05, **p < 0.01. Scale bars: 50 μm (E–G).

Compared with nonhibernating controls housed in the same cold and short‐day conditions, hibernating hamsters exhibited reduced body weight (Figure 6B). Following 7 days of cardiotoxin (CTX) injection into the TA muscle, nonhibernating controls showed a significant reduction in muscle weight compared to the contralateral saline‐injected side, whereas muscle weight did not decrease in the hamsters during hibernation (Figure 6C,D). Histological analysis on Day 7 postinjury revealed numerous regenerating myofibers with small diameters and central nuclei in the nonhibernating group, whereas the hibernating group exhibited limited fiber regeneration, with persistent cellular presence in the interstitial space, which suggested delayed or arrested regenerative progression (Figure 6E). The expression of embryonic MyHC (eMyHC), a marker of regenerating fibers, was observed 7 days after injury in the nonhibernating group but was absent in hamsters during hibernation (Figure 6F). Furthermore, the proportion of Pax7‐ or MyoD‐positive SCs significantly increased during regeneration in nonhibernating controls; however, this enhancement was markedly suppressed during hibernation (Figure 6G–K). These in vivo findings demonstrate that hibernation, characterized by cycles of deep torpor and arousal, suppresses regenerative activation of SCs and delays muscle regeneration following injury.

### 3.6 Delayed and Attenuated Inflammatory Response During Muscle Regeneration in Hibernating Animals

Regulation of the tissue microenvironment, particularly immune cell infiltration, plays an important role in muscle regeneration [51]. In nonhibernating controls, granulocyte infiltration, including neutrophils, was evident at an early stage after CTX‐induced injury (e.g., Day 3) and had largely resolved by Day 7 (Figure S3). In contrast, granulocytes (cholinesterase‐positive round‐shaped cells) remained detectable within the injured region at Day 7 in the hibernating group, indicating a delayed resolution of acute inflammation during hibernation (Figure 7A). In addition, in nonhibernating controls, the number of CD68‐positive macrophages was significantly increased in the damaged muscle at 7 days following CTX injection, whereas macrophage infiltration was markedly reduced during hibernation. Both proinflammatory M1‐like macrophages (CD68‐positive/iNOS‐positive) and anti‐inflammatory M2‐like macrophages (CD68‐positive/CD206‐positive) were sparsely detected in the injured muscles of the hibernating group (Figure 7B–F). These results suggest that hibernation suppresses both SC activation and myogenic regeneration while simultaneously delaying and attenuating the inflammatory response, which is essential for effective muscle repair.

**FIGURE 7:**
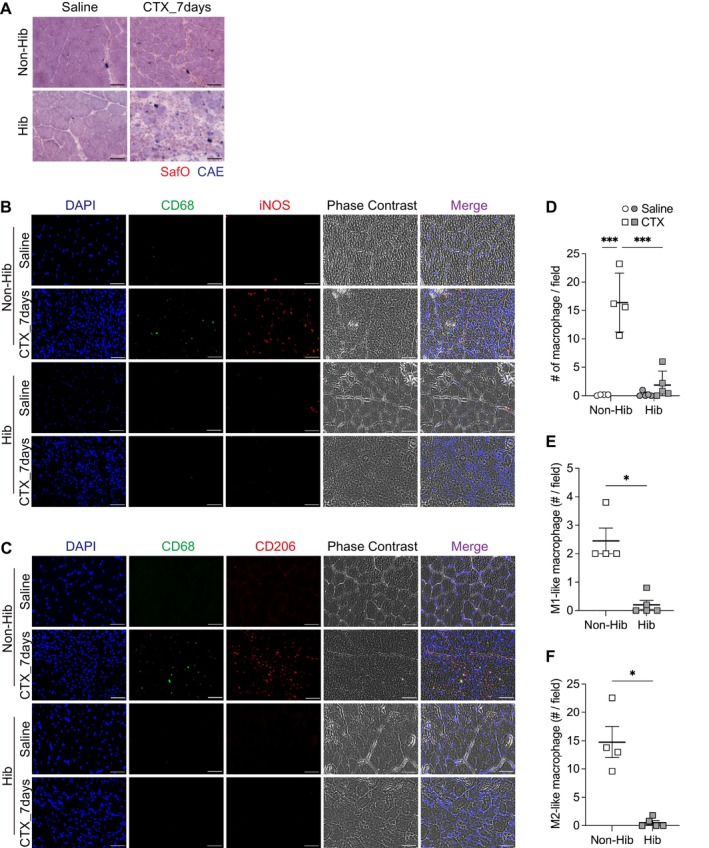
Macrophage infiltration is suppressed during hibernation in regenerating muscle. (A) Representative histochemical images of tibialis anterior muscle sections stained with Naphthol AS‐D chloroacetate esterase (CAE; blue) to label granulocytes, with Safranin O counterstaining (red) to highlight cytoplasmic and extracellular matrix components. In CTX‐treated muscles at Day 7, marked infiltration of CAE‐positive granulocytes (blue) is observed, particularly in the hibernating (Hib) group. (B, C) Representative immunofluorescence images stained for CD68 (pan‐macrophage marker), iNOS (M1 marker; panel B), CD206 (M2 marker; panel C), DAPI, and phase contrast. (D) Quantification of total macrophages, defined as CD68^+^/DAPI^+^ cells, in both saline‐ and CTX‐injected muscles. (E) Quantification of M1‐like macrophages, defined as CD68^+^/iNOS^+^/DAPI^+^ cells. (F) Quantification of M2‐like macrophages, defined as CD68^+^/CD206^+^/DAPI^+^ cells. For quantification, at least five randomly selected fields were imaged per sample. The number of marker‐positive cells per field was averaged and used as one biological replicate. Statistical analysis: (D) two‐way ANOVA followed by Tukey's post hoc test; (E, F) unpaired two‐tailed Welch's *t*‐test, performed only on CTX‐injected samples because of undetectable marker expression in saline‐injected muscles. Sample sizes: Non‐Hib, *n* = 4; Hib, *n* = 5. Data are presented as mean ± SD. *p < 0.05, ***p < 0.001. Scale bar: 50 μm (A–C).

## 4 Discussion

In this study, we isolated SCs from the skeletal muscles of mammalian hibernators and examined their response to cold exposure. Our main findings were as follows: (1) SCs isolated from hibernating species, including Syrian hamsters, chipmunks, and bears, exhibited resistance to CICD; (2) their proliferation was completely arrested under cold conditions but resumed upon rewarming; (3) cold exposure downregulated the expression of genes associated with myogenic activation and differentiation; and (4) cold‐induced suppression of myogenic processes was observed in vivo during hibernation following experimentally induced muscle injury.

In the present study, these observations were mechanistically linked to a marked resistance to CICD by suppressing ferroptosis, an iron‐dependent form of regulated cell death. This intrinsic cellular process likely represents a mechanism that enables hibernating animals to survive periods of low *T*_b_ associated with hibernation at cold temperatures. In contrast, cold exposure significantly suppressed SC activation and differentiation in vitro, and delayed muscle regeneration in vivo. Moreover, immune cell infiltration into damaged muscle tissue was markedly delayed and reduced during hibernation. These results suggest that during hibernation, a state characterized by a profound reduction in *T*_b_, multiple acute cellular responses, including myogenesis and inflammation, were concurrently downregulated.

Previous studies have shown that culturing muscle SCs or myoblasts at subphysiological temperatures (e.g., 30°C–37°C) delays proliferation and differentiation, potentially leading to the formation of smaller myofibers [52, 53, 54]. Although our findings are generally consistent with temperature‐dependent suppression of myogenesis, the culture conditions used in the present study (exposure to 4°C) represent a far more extreme cold challenge. Under these conditions, SC proliferation was completely arrested, but proliferative capacity was restored upon rewarming. This reversible suppression highlights a unique aspect of SC behavior in hibernating animals, in which cold exposure temporarily blocks proliferation without inducing irreversible cell cycle arrest. Interestingly, this occurred despite the marked suppression of canonical myogenic regulators such as MyoD. This suggests that SC proliferation can occur independently of MyoD expression, which is consistent with previous reports indicating that MyoD‐negative SCs are capable of division under certain conditions such as mechanical overload, in which sustained HeyL expression suppresses MyoD while promoting SC expansion [55].

Mechanistically, resistance to CICD in SCs from hibernators may be attributed, in part, to the intrinsically higher expression of GPX4, a key regulator of ferroptosis. GPX4 is an antioxidant enzyme that prevents lipid peroxidation, and its elevated expression in SCs from hibernating animals likely contributes to the suppression of ferroptotic cell death during cold exposure. This mechanism may represent an important aspect of cellular resilience that allows SCs to remain viable under extreme cold stress conditions [17, 18]. In support of this idea, our results demonstrated that pharmacological inhibition of ferroptosis with Ferrostatin‐1 preserved the proliferative capacity of cold‐exposed mouse SCs upon rewarming. While mouse SCs normally exhibit minimal proliferation after cold exposure, Ferrostatin‐1 treatment allowed them to recover proliferation to levels comparable to pre‐cold conditions. These data indicate that suppression of CICD is sufficient to maintain SC functional integrity during transient cold stress even in nonhibernating mammals. Although additional work will be required, these findings raise the possibility that regulating ferroptosis susceptibility under cold conditions could improve hypothermic preservation strategies for cells and tissues of nonhibernating mammals.

We also observed a concomitant cold‐induced increase in the proportion of Pax7^+^/MyoD^−^ SCs, suggesting preservation of the quiescent SC pool. Maintaining quiescence is important for long‐term muscle homeostasis and regenerative capacity [56]. Therefore, the suppression of SC activation during cold exposure may represent a protective strategy that safeguards the stem cell reserve during prolonged environmental stress, thus enabling future regeneration once favorable conditions return.

Our in vivo experiments demonstrated that muscle regeneration was delayed during hibernation, which is consistent with previous studies on 13‐lined ground squirrels [57]. In that model, delayed muscle regeneration during hibernation was associated with the reduced expression of transforming growth factor beta 1, a key profibrotic factor in skeletal muscle, along with minimal fibrosis. This suggests that a slower regenerative response may contribute to the preservation of muscle integrity, while avoiding pathological remodeling. Our results extend these observations by demonstrating that suppression of muscle regeneration in hibernating animals is accompanied by delayed granulocyte infiltration and markedly reduced macrophage recruitment following injury. This persistent granulocyte presence may explain the increased interstitial cellularity observed at Day 7 despite reduced macrophage abundance. Macrophages play an important role in promoting muscle regeneration through metabolic and signaling interactions with SCs [58]. Thus, the attenuation of regenerative and inflammatory responses during hibernation likely reflects physiological adaptation to reduce the metabolic expenditure associated with tissue remodeling. The physiological significance of these adaptations likely resides in the minimization of energy expenditure during periods when energy is limited. During hibernation, the suppression of metabolically demanding processes may represent a physiological adaptation that conserves energy and supports the maintenance of tissue integrity under cold and nutrient‐poor conditions.

Although our RNA‐seq analysis revealed downregulation of myogenesis‐related genes following cold exposure, the specific molecular pathways mediating these transcriptional changes remain to be identified. Future studies examining the epigenetic mechanisms, chromatin remodeling, and transcriptional regulation underlying cold‐induced gene suppression will be important to determine how cold exposure alters the myogenic program in SCs, and may ultimately provide insight into the adaptive regulation of SC function in hibernating animals. Understanding these pathways may contribute to the development of novel approaches for muscle regeneration or preservation under conditions of reduced activity or metabolic suppression such as aging, disuse, or therapeutic hypothermia.

### 4.1 Limitation

Although this study examined the impact of cold on skeletal muscle stem cell viability and cellular behavior, it is important to acknowledge that hibernation involves additional physiological stressors. These include hypoxia, nutrient deprivation, and reduced tissue perfusion, all of which may influence stem cell function and muscle remodeling in vivo. Further studies are necessary to clarify how these stressors influence the regulation of regenerative processes during hibernation.

## Author Contributions

M.M. conceived and designed the project; T.M., R.K., M.M., Y.T., M.S., T.T., D.T., G.L., S.K., Y.W., and M.W. acquired, analyzed, and interpreted the data; T.M., R.K., Y.Y., M.W., and M.M. wrote, revised, and edited the paper. M.M. directed the research project.

## Funding

This work was supported by MEXT KAKENHI Grant Numbers 25K22761, 24H02013, 23K18432, 23K24697 to M.M., 23H04940 to Y.Y., and M.W., 23H04939 to Y.Y., and was supported by The Nakatomi Foundation, The Takeda Science Foundation, and The Hiroshima University Fund “Nozomi H Foundation” subsidy for the promotion of cancer treatment research. All funding agencies approved the broad elements of study design during the process of grant submission and review and played no direct role in the design of the study, collection, analysis, and interpretation of data, and in writing the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** fsb271297‐sup‐0001‐DatasetS1.xlsx.

**Figure S1:** Characterization of satellite cells isolated from hibernating animals.

**Figure S2:** Cold‐induced cell death in satellite cells from additional hibernating and nonhibernating species.

**Figure S3:** Histochemical analysis of immune cell infiltration during muscle regeneration following CTX injury.

**Figure S4:** Original western blotting images & Detailed experimental conditions.

**Table S1:** List of materials, reagents, and equipment.

**Table S2:** Antibodies and labeling kits used for immunofluorescence and immunohistochemistry.

## Data Availability

The data that support the findings of this study are available in the Materials and Methods, Results, and/or Supporting Information of this article.

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 2 — Figure S1: Characterization of satellite cells isolated from hibernating animals.

Supplemental Figure 1

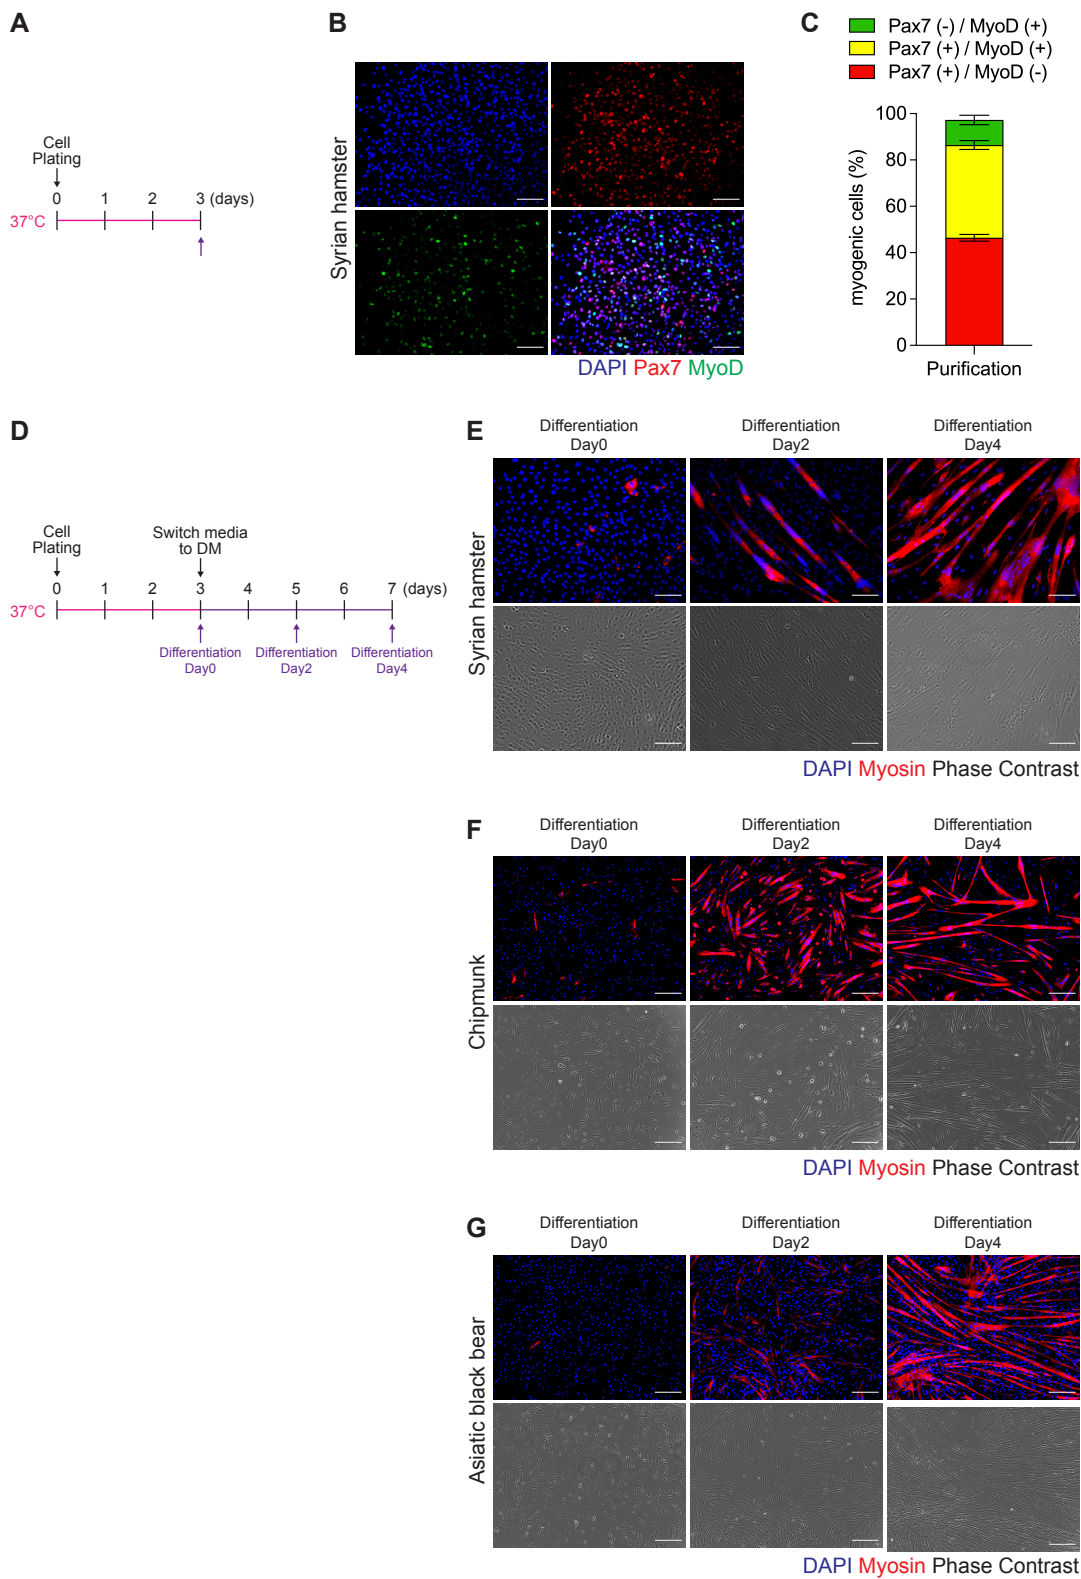

**Supplemental Figure 1 Characterization of satellite cells isolated from hibernating animals**

(A) Schematic overview of experimental design for satellite cell (SC) isolation and characterization. SCs were plated immediately after isolation and maintained for three days at 37 °C, with the growth medium replaced every other day. (B) Representative immunofluorescence images showing DAPI (blue), Pax7 (red), and MyoD (green) staining of the Syrian hamster SCs. (C) Quantification of the Pax7<sup>+</sup>/MyoD<sup>-</sup>, Pax7<sup>+</sup>/MyoD<sup>+</sup>, and Pax7<sup>-</sup>/MyoD<sup>+</sup> cell populations. Each value represents the proportion relative to total cell number. Pax7<sup>-</sup> and/or MyoD-positive cells accounted for over 95% of the total, indicating high purity of the isolated SC population (n = 6). (D) Schematic overview of the experimental design for SC differentiation. The growth medium was switched to differentiation medium (DM) on day 3 post-plating and DM was replaced every other day. (E) Representative images of Syrian hamster SCs induced to differentiate, showing DAPI (blue), myosin heavy chain (red), and phase contrast. (F, G) Representative images of chipmunk SCs (F) and bear SCs (G) after differentiation under the same conditions, indicating that their myogenic potential was preserved. Scale bar: 200 μm (B, E, F, and G).

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 3 — Figure S2: Cold‐induced cell death in satellite cells from additional hibernating and nonhibernating species.

Supplemental Figure 2

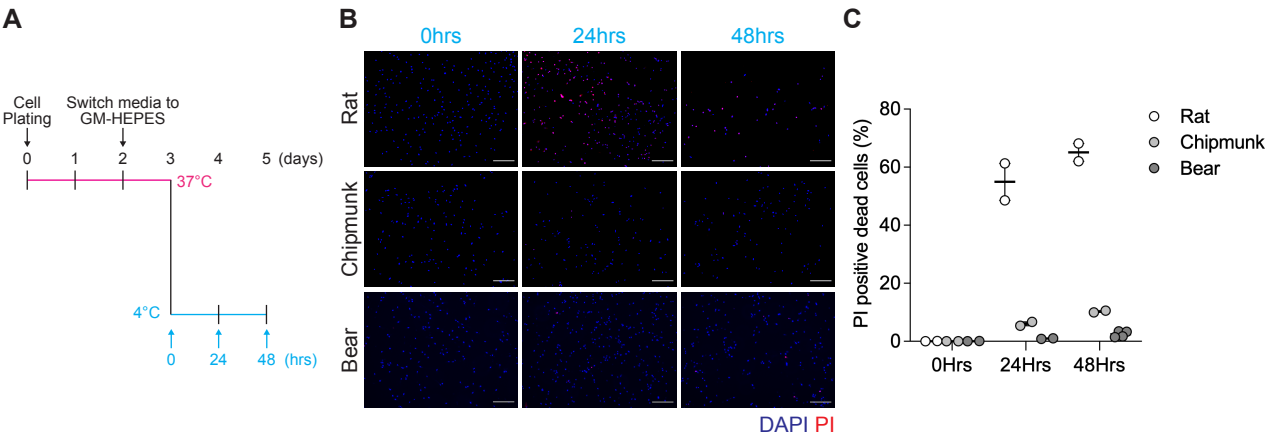

Supplemental Figure 2 Cold-induced cell death in satellite cells from additional hibernating and nonhibernating species

(A) Schematic overview of the experimental design used to assess cold-induced cell death (CICD) in skeletal muscle satellite cells (SCs) from rats (nonhibernators) and chipmunks (hibernators). SCs were cultured at 37 °C for 48 h after plating, followed by a medium change to GM-HEPES, and an additional 24 h incubation at 37 °C. Cells were then subjected to cold exposure at 4 °C for 24 or 48 h without changing the medium. (B) Representative fluorescence images showing DAPI (blue) and propidium iodide (PI; red) staining at each time point. (C) Quantification of PI-positive cells at different time points. Rat SCs (n = 2 per time point) exhibited a time-dependent increase in PI-positive nuclei, whereas SCs from chipmunks (n = 2 per time point) and bears (n = 2 at 0 h and 24 h, n = 4 at 48 h) showed minimal change. Data are presented as mean ± SD from 2–4 biological replicates, depending on species and time point. Statistical analyses were not performed owing to the limited sample size. Scale bar: 200 μm (B).

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 4 — Figure S3: Histochemical analysis of immune cell infiltration during muscle regeneration following CTX injury.

Supplemental Figure 3

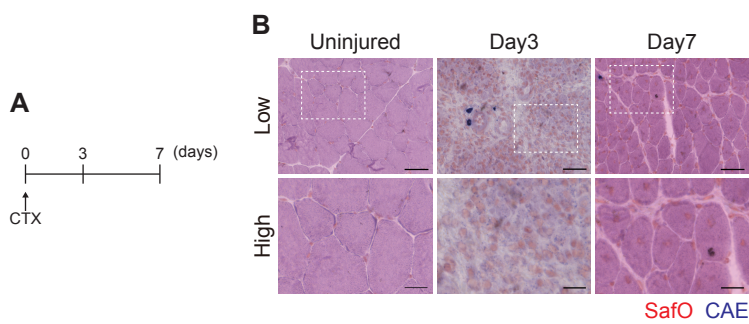

**Supplemental Figure 3 Histochemical analysis of immune cell infiltration during muscle regeneration following CTX injury**

(A) Schematic overview of the experimental design. Tibialis anterior (TA) muscles were injected with cardiotoxin (CTX) and collected at the indicated time points (day 0, day 3, and day 7). (B) Representative histochemical images of TA muscle sections stained with Naphthol AS-D chloroacetate esterase (CAE; blue) to label granulocytes, with Safranin O counterstaining (red) to highlight cytoplasmic and extracellular matrix components. Images are shown at low and high magnification, with the high-magnification panels corresponding to the regions outlined by white dashed rectangles in the low-magnification images. Granulocyte infiltration is apparent at day 3 and largely resolves by day 7. Scale bar: 50  $\mu$ m (low magnification), 20  $\mu$ m (high magnification).

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 5 — Figure S4: Original western blotting images & Detailed experimental conditions.

Supplemental Figure 4

Original western blotting images & Detailed experimental conditions

The rectangle area with white dotted line was cropped and used for the figure.

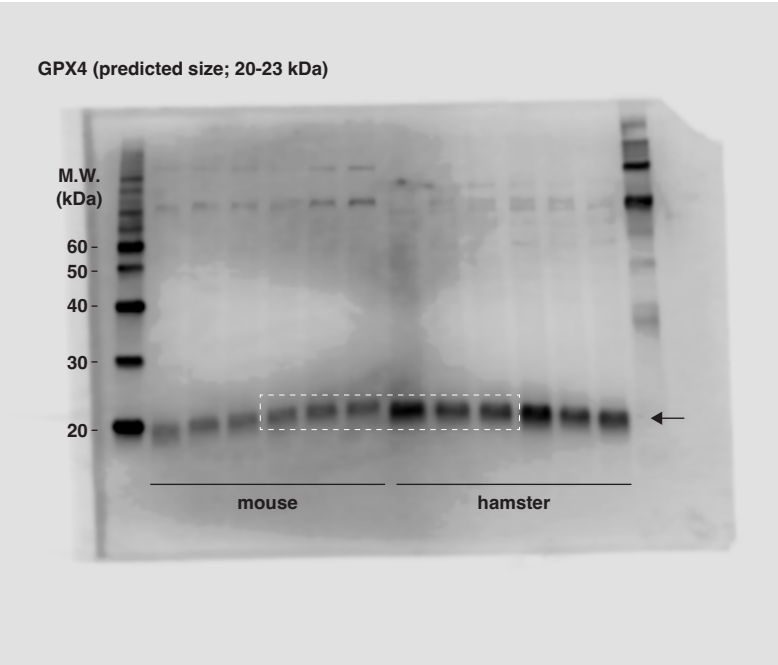

Protein: 300  $\mu$ l of 1X sample buffer was added to a 35 mm dish and directly lysed  
10  $\mu$ l of sample was used for each lane

Gel system: TGX Any kD Precast Protein Gels, #4569036; BIO-RAD

Electrophoresis: 200V constant, 30-40 min

Transfer: Transblot Turbo; BIO-RAD, 2.5A constant, 3 min

Membrane: Trans-Blot TurboTM RTA Transfer PVDF Kit

Blocking: Bullet Blocking One, 5 min at r.t.

Primary Antibody: GPX4 Monoclonal antibody, rabbit  
1:1000 dilution, 4°C, Over Night

2nd Antibody: Peroxidase Goat Anti-Rabbit IgG (H+L)  
1:15000 dilution, 60 min at r.t.

Detection: ImmunoStar LD

Scan & Quantification: C-DiGit Blot Scanner

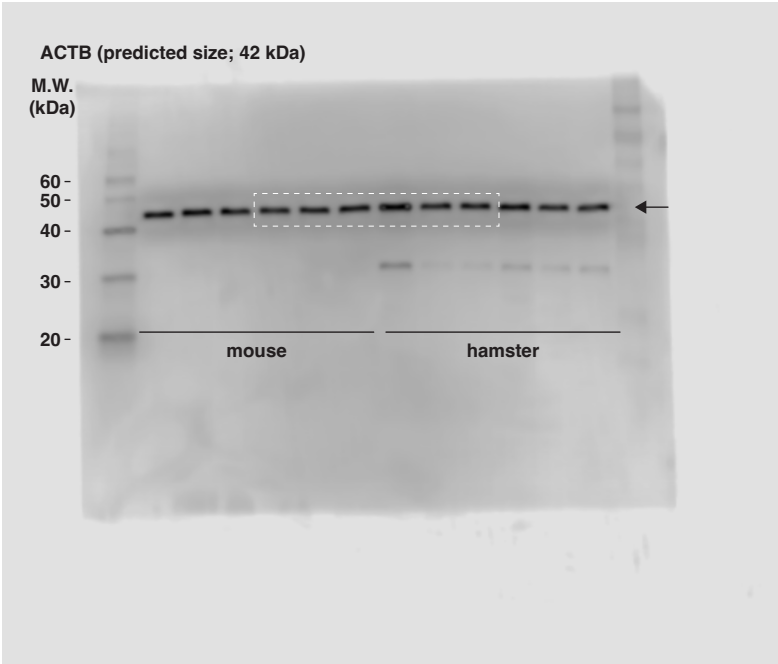

Protein: 300  $\mu$ l of 1X sample buffer was added to a 35 mm dish and directly lysed  
10  $\mu$ l of sample was used for each lane

Gel system: TGX Any kD Precast Protein Gels, #4569036; BIO-RAD

Electrophoresis: 200V constant, 30-40 min

Transfer: Transblot Turbo; BIO-RAD, 2.5A constant, 3 min

Membrane: Trans-Blot TurboTM RTA Transfer PVDF Kit

Blocking: Bullet Blocking One, 5 min at r.t.

Primary Antibody: Beta Actin Monoclonal antibody, mouse  
1:20000 dilution, 4°C, Over Night

2nd Antibody: Peroxidase Goat Anti-Mouse IgG (H+L)  
1:15000 dilution, 60 min at r.t.

Detection: ImmunoStar Zeta

Scan & Quantification: C-DiGit Blot Scanner

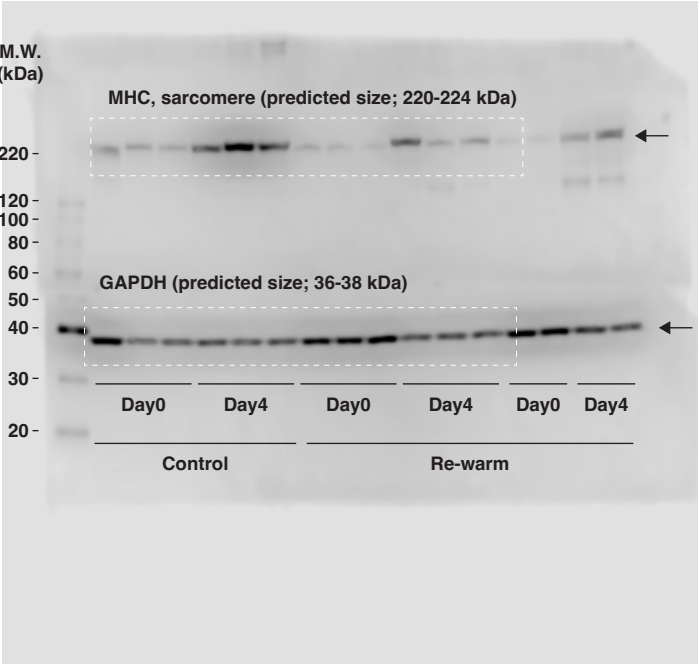

Protein: 300  $\mu$ l of 1X sample buffer was added to a 35 mm dish and directly lysed  
10  $\mu$ l of sample was used for each lane

Gel system: E-R520L e-PAGEL (5-20% Gradient Gel)

Electrophoresis: 20mA constant, 75 min

Transfer: Criterion Blotter; BIO-RAD, 300mA constant, 90 min

Membrane: ClearTrans SP PVDF Membrane, 0.2 $\mu$ m

Blocking: Blocking One, 30 min at r.t.

Primary Antibody: MHC, mouse  
0.2 ug/ml., 4°C, Over Night

GAPDH, mouse  
1:5000 dilution, 4°C, Over Night

2nd Antibody: Peroxidase Goat Anti-Mouse IgG (H+L)  
1:15000 dilution, 60 min at r.t.

Detection: ImmunoStar Zeta

Scan & Quantification: C-DiGit Blot Scanner

Protein samples were separated on the same gel and transferred onto a single PVDF membrane. After transfer, the membrane was cut horizontally between the 50 kDa and 60 kDa molecular weight markers to allow independent antibody probing for high- and low-molecular-weight proteins. The upper portion of the membrane was used for MHC detection, and the lower portion for GAPDH detection. Gel electrophoresis, membrane transfer, and blocking procedures were performed under identical conditions prior to membrane separation.

**Supplemental Figure 4 Original western blot images and detailed experimental conditions**

Original western blot images for glutathione peroxidase,  $\beta$ -actin, myosin heavy chain, and glyceraldehyde-3-phosphate dehydrogenase, along with detailed experimental conditions. Cropped areas indicated by white dotted lines in the original images were used in the corresponding main figures.

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 6 — Table S1: List of materials, reagents, and equipment.

## Supplemental Table 1. List of materials, reagents, and equipment

Detailed list of animal care materials, cell culture reagents, chemicals, staining reagents, antibodies, molecular biology kits, and other laboratory equipment. The table includes the product names, manufacturers, catalog numbers, and specific applications, as referenced in the Materials and Methods section.

# Supplementary material for: Cold‐Induced Suppression of Myogenesis in Skeletal Muscle Stem Cells Contributes to Delayed Muscle Regeneration During Hibernation
**Source:** FASEB J. 2025 Dec 1;39(23):e71297. doi: 10.1096/fj.202502651R
**Supplement:** Supplementary file 7 — Table S2: Antibodies and labeling kits used for immunofluorescence and immunohistochemistry.

| Sample                         | Antigen                             | Primary Antibody                                                    | Secondary Antibody                          | Antibody Labeling Kit                                               | Application          |
|--------------------------------|-------------------------------------|---------------------------------------------------------------------|---------------------------------------------|---------------------------------------------------------------------|----------------------|
| Hamster satellite cells        | Pax7                                | anti-Pax-7, mouse monoclonal, IgG1 kappa light chain                | Goat anti-Mouse IgG (H+L), Alexa Fluor 594  | -                                                                   | Immunofluorescence   |
| Hamster satellite cells        | MyoD                                | anti-MyoD, rabbit polyclonal, IgG                                   | Goat anti-Rabbit IgG (H+L), Alexa Fluor 488 | -                                                                   | Immunofluorescence   |
| Hamster satellite cells        | Myogenin                            | anti-Myogenin, mouse monoclonal, IgG1 kappa light chain             | Goat anti-Mouse IgG (H+L), Alexa Fluor 594  | -                                                                   | Immunofluorescence   |
| Hamster satellite cells        | Myosin heavy chain, sarcomere (MHC) | anti-Myosin heavy chain, mouse monoclonal, IgG2b, kappa light chain | Goat anti-Mouse IgG2b, Alexa Fluor 594      | -                                                                   | Immunofluorescence   |
| Hamster skeletal muscle tissue | Myosin heavy chain (embryonic)      | anti-embryonicMHC, mouse monoclonal, IgG1                           | Goat anti-Mouse IgG1, Alexa Fluor 488       | -                                                                   | Immunohistochemistry |
| Chimpanzee satellite cells     | Myosin heavy chain, sarcomere (MHC) | anti-Myosin heavy chain, mouse monoclonal, IgG2b, kappa light chain | Goat anti-Mouse IgG2b, Alexa Fluor 594      | -                                                                   | Immunofluorescence   |
| Hamster skeletal muscle tissue | Pax7                                | anti-Pax-7, mouse monoclonal, IgG1 kappa light chain                | Goat anti-Mouse IgG1, Alexa Fluor 488       | -                                                                   | Immunohistochemistry |
| Hamster skeletal muscle tissue | MyoD                                | anti-MyoD, rabbit polyclonal, IgG                                   | Goat anti-Rabbit IgG (H+L), Coralite594     | -                                                                   | Immunohistochemistry |
| Hamster skeletal muscle tissue | CD68                                | Coralite Plus 488-conjugated CD68 Polyclonal antibody               | -                                           | -                                                                   | Immunohistochemistry |
| Hamster skeletal muscle tissue | iNOS                                | anti-iNOS, rabbit polyclonal, IgG                                   | -                                           | FlexAble 2.0 Coralite Plus 555 Antibody Labeling Kit for Rabbit IgG | Immunohistochemistry |
| Hamster skeletal muscle tissue | CD206                               | anti-CD206, rabbit polyclonal, IgG                                  | -                                           | FlexAble 2.0 Coralite Plus 555 Antibody Labeling Kit for Rabbit IgG | Immunohistochemistry |

### Supplemental Table 2. Antibodies and labeling kits used for immunofluorescence and immunohistochemistry

List of primary and secondary antibodies used for immunofluorescence and immunohistochemistry, along with host species and corresponding antibody labeling kits. The table includes antigen targets, antibody specifications, and applications, as referenced in the Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

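RNA-seq libraries of Syrian hamster SCs were compared between 4 control cultures, collected at 37°C, and 4 cold cultures, collected after 24 h at 4°C. All samples of the series were used, samples were grouped by the condition and replicate number in their labels and in the paper, and 0 columns belonged to samples outside the series. The other experiments of the paper have no files here and were not analysed here.

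The authors deposited 1 table with 3 kinds of values for each library. The deposited read counts are estimated counts per gene, a few percent of them not whole, without normalization. The TPM values were corrected for transcript length by the authors and sum to the same total in each library. The third kind is a signal on the scale of normalized counts: the authors made the counts whole and divided them by 1 size factor per library, and these values were used only to read the size factors. The aligner, the counting tool, the annotation and the genome build are not given in the sources used here. Gene identifiers and symbols were taken as deposited, and all 17590 genes with values matched the RefSeq table of the assembly BCM_Maur_2.0. Aldh1a1 is listed under the symbol LOC101822890, whose TPM equal those of Aldh1a1 in the paper's source data. Transcript lengths were not given, so relative lengths were taken from the ratio of counts to TPM.

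The estimated counts were rounded to whole numbers. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr at its defaults, and TMM factors were computed on the kept genes. Cold and control were compared with glmQLFit and glmQLFTest without other terms, and p-values were adjusted by Benjamini and Hochberg over 12506 genes. Residual degrees of freedom were 6 without the replicate number as a block and 3 with it. CPM in the text use TMM library sizes, and set tests used log2 CPM with a prior count of 2. Of 36 gene lists, 31 had at least 5 tested members and entered camera with a preset correlation of 0.01. Camera with an estimated correlation and fry were run beside it. Fisher's exact test, one-sided, compared genes past both thresholds in 5 lists of muscle structure with all tested genes, since Gene Ontology annotation was not used here.

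The rule for named genes took the 24 genes that the paper names for Fig. 4E to 4G, whose values in the paper's source data had been seen, the myogenic transcription factors with Pax7 and Gpx4, the 10 largest falls and 10 largest rises among genes at an adjusted p under 0.05 with a mean of at least 1 CPM and no overlap between groups (unnamed loci left out), and up to 4 genes per list with the smallest p. The third part gave 6 falls and 0 rises, and 10 falls and 10 rises when it was repeated with the block, a repeat chosen after seeing the data. The values of 3 single genes are not reported here, though counts and tests of lists include them.

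Replicate numbers come from the labels of the samples. Deviations from the group means of same-numbered control and cold libraries correlated at 0.609 to 0.659 (0.610 to 0.676 in TPM), over the minimum of 0.1 that was set for pairing, and all 8 libraries were closest to the library with their own number. Replicate 1 with 2 and 3 with 4, across the groups, correlated at 0.432 to 0.591, so much of this correlation belongs to the difference between replicates 1 and 2 and replicates 3 and 4. The numbers were taken as pairs by the rule on same-numbered libraries. Counts with the block and from DESeq2 had been seen before these correlations were computed. No 2 libraries of a group differed by less than sampling noise: chi-square divided by its degrees of freedom was lowest for control replicates 1 and 2, at 2.46, and cold replicates 1 and 2, at 2.78, and reached 27.0 between control replicates 1 and 4. The 50 most abundant genes took 13.4% to 14.7% of a library's counts.

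Depth was 16.5 to 18.5 M counts per library. The calls of single genes by edgeR and DESeq2 were tested on simulated counts for 12506 genes, with 200 genes changed. Counts were drawn from the means, replicate shifts and dispersions of the blocked fit and from the library sizes of these samples. The blocked model was therefore true by construction, and its higher recovery is no evidence for the block. edgeR recovered 129 of the 200 changed genes with 0 false calls without the block and 191 with 13 false calls with the block, and DESeq2 recovered 158 with 0 false calls without the block. For log2 changes of 0.5 in size, edgeR recovered 30.0% to 37.5% without the block and 90.0% with it, and for those of 1 in size 75.0% to 82.5% and 97.5% to 100.0%. This is no guide to the 24 genes that the paper names, of which 21 missed without the block. Camera, run on these counts with a list of fallen and a list of random genes, called the fallen list lower in both fits. Fry, Fisher's test, limma and the other fits were not run on simulated counts.

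Alternatives were DESeq2 size factors in edgeR, plain library totals, no filter on low counts beyond 1 count in any library, a filter of at least 1 CPM in 4 libraries, DESeq2's Wald test, limma with a trend on log2(TPM + 0.5), (TPM + 1) and (TPM + 0.1) for genes with at least 0.5 TPM in 4 libraries, the replicate block, a factor for replicates 1 and 2 against 3 and 4, glmTreat against a fold of 1.5, each library left out in turn, and, for the lists, an estimated correlation and fry. The alpha of DESeq2's own filtering had not been set: DESeq2 was run at its default of 0.1 first and then at 0.05, the value reported as DESeq2 here, after the first result had been seen. Other filters on TPM had been planned only for a table without counts and were not run.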

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

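Of the tests below, the trend on transcript length without the block and the other splits of the samples were set before their results were seen, and the length trend with the block, the tests on library size, on differentiating cells, on the labelled days and on Egr1, Fos and the immediate early genes were chosen after.

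Muscle genes were lower after cold in the 24 genes of Fig. 4E to 4G, with a median of -1.72 on the log2 scale, a size that owes something to the paper's choice of these genes on the same samples. A bias by transcript length is argued against, since 99.9% of that median was left after the trend of fold change on length over all tested genes was taken out, both without the block and with it (99.9%), and so is library size, since totals of the groups overlapped and the median was -1.71 at plain library totals. Fewer differentiating cells in the cold cultures may account for the falls: across 83 genes of 5 lists of muscle structure, the fold after cold and the fold between replicates 3 and 4 and replicates 1 and 2 had a Spearman rho of 0.732 (permutation test over genes, two-sided, p = 1e-05, the smallest it can give; genes are not independent replicates). This cannot be told apart from lower expression within each cell, because the libraries hold no counts of cells, and Pax7 (0.08, SE 0.05, adjusted p = 0.456 from edgeR with the block) and Myf5 (0.08, SE 0.04, adjusted p = 0.361), genes of undifferentiated cells, passed in neither fit. Of the 8 splits of the samples that part all 4 pairs, 1, the real one, gave counts this large: 5 genes past both thresholds against at most 0 in the other splits (106 against 0 with the block), 9 at an adjusted p alone against 0 (667 against 0 with the block), and 15 gene lists against up to 13 (15 against up to 12 with the block); 8 splits are too few for a share under 0.05.

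Replicates 1 and 2 stood apart from replicates 3 and 4: 5044 genes differed between them at an adjusted p under 0.05 from edgeR with temperature in the fit, 2517 lower and 2527 higher in 3 and 4. That fit treated same-numbered control and cold libraries as independent, and the grouping was first seen in these data. Its p-values may therefore be too small, and the counts only describe these samples. Among all 35 splits of the samples into 4 against 4, the split of replicates 1 and 2 from 3 and 4 called 368 genes past both thresholds and 4364 at an adjusted p alone, far above the real split, which points to a structure of the samples, and 3 other splits gave 17 gene lists, more than the 15 of the real split. The days at 37°C that the labels give are argued against, since they differ among the controls only, while the lowest correlation of deviations between same-numbered control and cold libraries was 0.609. Library size is argued against as well, with overlapping totals and a ratio of mean totals, replicates 3 and 4 over 1 and 2, of 0.982. Animals, isolations or days of culture may differ between these pairs, and none of them is given in the sources used here, so no biological explanation was tested.

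Egr1 and Fos, immediate early transcription factors, had log2 fold changes of 2.29 (SE 0.35, adjusted p = 0.000213) and 2.11 (SE 0.25, adjusted p = 1.09e-05) from edgeR with the block, and neither passed without it (adjusted p = 0.630 and 0.576). Both SEs come from the test's F statistic and do not measure the spread of the 4 pair ratios. A rise of Egr1 in every cold culture is argued against: its log2 ratios in pairs 1 to 4 were 2.54, 3.57, -0.15 and -0.0683. Fos was higher in all 4 pairs, at 2.02, 3.00, 0.50 and 0.66, the lowest being 0.50. A response shared by the other 21 tested immediate early genes may be present, but their larger median in pairs 1 and 2 was 0.075, over members that went both ways with the block (4 higher, 1 lower), and this decides nothing. The difference in cold effect between replicates 1 and 2 and replicates 3 and 4 was tested as an interaction, with adjusted p = 0.0516 for Egr1 and 0.345 for Fos from edgeR.

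With the block, 158 genes were higher at an adjusted p under 0.05, a set that the paper does not report. The same design on summed replicates gave 41, with 2 gene lists higher instead of 3 (the immediate early genes at an adjusted p = 0.0623 from camera), and leaving out replicate 2 gave 16, so the size of this set is not settled. Genes of the G2 and M phases of the cell cycle had a median log2 fold change of 0.13 with the block. In 220 groups of 4 values (109 genes and the library totals, in each condition), 6 had 1 library far from the other 3 by Dixon's ratio of the gap to the range; chance gives about 1 in 20 groups. Col25a1 was lower in cold replicate 1 (0.0546 CPM against 0.169 to 0.175, ratio 0.953). At library totals of 17.4 to 18.5 M these CPM are a few reads, near the floor. Ccnb1, cyclin B1, was higher in control replicate 2 (196 CPM against 186 to 187, ratio 0.852), and LOC121140292 in control replicate 3 (1.60 CPM against 0 to 0.240, ratio 0.850). Pcna, the sliding clamp of DNA replication, was higher in cold replicate 3 (243 CPM against 216 to 218, ratio 0.938), and Rpl29, a ribosomal protein, in control replicate 3 (869 CPM against 793 to 801, ratio 0.887). The total count of cold replicate 1 was 18.5 M, with the other 3 cold libraries at 17.4 M (ratio 0.982).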

How the results depend on the processing

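Of the alternatives below, edgeR with adjusted deviances and every alternative to the blocked fit, summed replicates included, were chosen after seeing the data. The factor for groups of replicates uses a grouping first seen in these data. DESeq2 was planned without an alpha, run at its default first, and the 0.05 used here was chosen after seeing that result. The cause was not tested for any difference given here.

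The replicate block moved 5 lower genes to 101 and 0 higher to 5, 9 lower at an adjusted p alone to 509 and 0 higher to 158, and calls within a list from 2 to 5; it changed no other count of lists (12 lower, 3 higher). A factor for replicates 1 and 2 against 3 and 4 gave 94 and 3, 372 and 63, and 5 lists. DESeq2's Wald test gave 71 lower, 137 lower and 4 higher at an adjusted p alone, and 5 lists, and at its default alpha 68, 133 and 3, and 5. Plain library totals gave 8 and 14 lower, no filter 15 and 25, at least 1 CPM in 4 libraries 3 and 4, and limma on log2 TPM with each pseudocount 3 and 4, with 2 lists higher instead of 3. glmTreat left 0. With an estimated correlation 0 lists were lower and 0 higher, with the block also 0 and 0, and fry gave 10 lower and 2 higher without the block and 14 and 1 with it. DESeq2 size factors kept the counts at 5, 9, 12 and 3, and edgeR with adjusted deviances gave 4 and 7.

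Leaving out 1 library at a time gave 0 (without control replicate 4, cold replicate 1, 3 or 4) to 33 lower genes (without control replicate 3) and 0 to 1 higher (without control replicate 3), 0 to 45 and 0 to 1 at an adjusted p alone, 11 to 16 lists lower and 2 to 4 higher, and 0 to 5 lists in the Fisher test. With the block, leaving out 1 pair gave 81 to 131 lower genes, 3 to 7 higher, 340 to 608 lower and 16 (without replicate 2) to 319 (without replicate 4) higher at an adjusted p alone, 11 to 12 lists lower, 2 to 3 higher, and 5 lists in the Fisher test. Of other alternatives to the blocked fit, DESeq2 gave 1 higher, 318 lower and 38 higher at an adjusted p alone, at least 1 CPM gave 3 higher, and summed replicates gave 41 higher at an adjusted p alone and 2 lists higher instead of 3.

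Of 109 named genes, the block brought 93 past the adjusted p, DESeq2 45 and the factor 66, and 4 lost it at 1 CPM and in each limma fit. Many of these genes were named by their p-values or after their values were seen, so these counts are partly fixed by that choice. Over all 12506 tested genes, 509 were lower and 158 higher with the block. Among the named genes, log2 fold changes near 0 turned sign, none of them called. The log2 fold change of Myf5 ran from -0.101 (without cold replicate 4) to 0.245 (without control replicate 4), with -0.0693 without control replicate 1, -0.0603 without control replicate 2 and -0.00332 without cold replicate 3. The log2 fold change of Rbm3 ran from -0.0376 (without control replicate 4) to 0.192 (without control replicate 1), with -0.0367 without control replicate 3, -0.0330 without cold replicate 1 and -0.00386 without cold replicate 2. The log2 fold change of Pax7 ran from -0.0105 (without cold replicate 3) to 0.176 (without control replicate 3) and the log2 fold change of Six4 from -0.132 (without control replicate 4) to 0.0173 (without cold replicate 4). Scalings moved the median of all genes (0.01) by less than the 0.1 that would call for correction. Of simulated changes of -2 on the log2 scale 97.5% were recovered without the block, and of those of 0.5 in size 30.0% to 37.5%, while 21 of the 24 named genes missed in that fit, so recovery in the simulation is no guide to these genes.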

Differences from the paper's values

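The other settings named here were set before the data were examined, with exceptions. Both values for the alpha of DESeq2's filtering were chosen after seeing the data. The factor for groups of replicates uses a grouping first seen in these data.

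The paper gives 64 genes lower after cold, and edgeR without the block gave 5 at the paper's thresholds. DESeq2's Wald test (71, at an alpha of 0.05 for its filtering) and the factor for replicates 1 and 2 against 3 and 4 (94) lie within 1.5 times the paper's count. The grouping in that factor was first seen in these data, so its count is not a blind check. DESeq2 size factors (5), plain library totals (8), no filter (15), at least 1 CPM (3), limma on each log2 TPM (3), the replicate block (101), glmTreat (0) and each library left out in turn (0 to 33) do not. DESeq2's Wald test at its default alpha of 0.1 gave 68 and drops 0 of the 24 genes that the paper names. DESeq2 had been planned without an alpha, the default was run first, and 0.05 was chosen after seeing the values that it gave. The paper gives 0 genes higher. edgeR without the block also gave 0, with 322 at an unadjusted p under 0.05, DESeq2 gave 0, the replicate block gave 5, the factor 3, and edgeR without control replicate 3 gave 1.

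For Smyd1 after cold, the mean of the paper's source data is 5.67 TPM, and that of the deposited TPM is 3.59 (SD 1.16, n = 4). In the source data the 8 values of Smyd1 equal those of Myoz2, the 1 pair of genes with equal values, and the other 23 of the 24 genes equal the deposited TPM within 0.006. No alternative bears on these values.

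The paper counts all 24 genes of Fig. 4E to 4G among its changed genes. edgeR without the block put 3 of them past both thresholds and 21 not, while all 24 were lower in all 4 pairs. DESeq2 at either alpha put 24 past both thresholds, the replicate block 23, the factor 23, edgeR without control replicate 3 14, no filter 8 and plain library totals 4. The paper states that genes of SC activation were suppressed. It also found a lower share of MyoD-positive cells by staining after cold and rewarming, which RNA taken before rewarming does not test. In a list of 12 genes of SC activation, chosen here and not by the paper, 0 were lower in edgeR without the block. At an unadjusted p under 0.05 in that fit 0 were lower and 2 higher, and DESeq2 called 0. With the block 1 was lower, Myod1, and 2 were higher, Met and Megf10. Of these 2 rises, 0 passed on summed replicates and 0, 0, 2 and 2 without replicate 1, 2, 3 and 4, a check chosen after seeing the values. Of the paper's own 6 regulators of proliferation, 6 were lower with the block.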

Other observations

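The blocked set tests and the repeats of the cell cycle calls were chosen after seeing the data, as were the names of Ier3, Zfp36, Btg2, Pcna, Bub1b, Plk2, Gpi, Tef, Rpl22, Rpl29 and Rpl9.

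All 22 measured genes of the G2 and M phases had positive log2 fold changes, with a median of 0.13, and 5 rose with the block: Mki67, the Ki-67 marker of cycling cells, with 0.20 (SE 0.05), Cenpe, a kinetochore motor, with 0.22 (SE 0.06), Hmmr, a spindle protein, with 0.19 (SE 0.05), Ccnb1, cyclin B1, with 0.13 (SE 0.04), and Bub1b, of the spindle checkpoint, with 0.18 (SE 0.05). edgeR with the block gave adjusted p = 0.0210, 0.0295, 0.0221, 0.0378 and 0.0405 in that order, each higher in all 4 pairs. Of 21 genes of the S phase, 4 rose with the block: Rrm1, of ribonucleotide reductase, with 0.15 (SE 0.04, adjusted p = 0.0157 from edgeR), the helicase subunits Mcm5 and Mcm6 with 0.15 and 0.14 (SE 0.04 each, adjusted p = 0.0253 and 0.0486 from edgeR), and Pcna with 0.15 (SE 0.04, adjusted p = 0.0268 from edgeR). Without the block, 0 genes of either list passed in edgeR, also when adjusted over the list alone, with 10 and 5 higher at an unadjusted p under 0.05 and 0 called by DESeq2. As groups they stood above other genes (adjusted p = 2.20e-09 for G2 and M, and 1.53e-05 for S phase with a median of 0.10, from limma's camera; adjusted p = 0.109 and 0.0832 with an estimated correlation). Against no change, fry gave adjusted p = 0.0384 for G2 and M and 0.0162 for S phase without the block, and 0.0783 and 0.0341 with it. The paper's EdU assay found no proliferating hamster SCs after 24 h of cold, so these RNA levels do not show proliferation. The calls of single genes depended on the libraries: of the 5 rises in G2 and M, 2 passed in edgeR on summed replicates and 0, 0, 3 and 5 without replicate 1, 2, 3 and 4, and of the 4 rises in S phase, 0 passed on summed replicates and 1, 0, 0 and 3 without replicate 1, 2, 3 and 4. Outside the lists, the rises named by the repeated rule included Mcm10, a replication factor, with 0.35 (SE 0.07), Kif20b, a kinesin of cell division, with 0.24 (SE 0.05), and Hmgn5, a nucleosome-binding protein, with 0.32 (SE 0.08), at adjusted p = 0.00401, 0.00428 and 0.0282 from edgeR with the block.

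Of 16 tested heat shock genes, 4 fell with the block, Hspb1, Cryab with -0.84 (SE 0.09), Hspb2 with -0.60 (SE 0.08) and Hspb8 with -0.49 (SE 0.05). Adjusted p was 3.54e-06 for Cryab, 5.16e-05 for Hspb2 and 6.35e-07 for Hspb8 from edgeR with the block. Without it 0 passed in edgeR (4 lower at an unadjusted p under 0.05, 3 adjusted over the list alone, 3 by DESeq2). The list had a median of -0.02 and a mean of -0.21 (adjusted p = 0.0193 from limma's camera, adjusted p = 0.307 with an estimated correlation), and camera's adjusted p was 0.0907 without control replicate 2, 0.192 without cold replicate 3 and 0.0766 without cold replicate 4. Of 23 immediate early genes, 6 rose and 1 fell with the block and 0 passed in edgeR without it (6 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, 0 by DESeq2). Besides Fos and Egr1, which was higher in pairs 1 and 2 and slightly lower in pairs 3 and 4, these were Ier2 with 0.58 (SE 0.09), Ier3 with 0.27 (SE 0.08), Myc with 0.21 (SE 0.05) and Zfp36 with 0.54 (SE 0.14), and the fall was Btg2 with -0.37 (SE 0.09), at adjusted p = 0.000369, 0.0488, 0.0104, 0.0256 and 0.0185 from edgeR with the block. The list's median was 0.11 (adjusted p = 0.0380 from limma's camera, adjusted p = 0.264 with an estimated correlation), and camera's adjusted p was 0.0879 without control replicate 3, 0.263 without control replicate 4, 0.207 without cold replicate 2, and 0.0967, 0.0910 and 0.101 in the limma fits on log2 TPM with 0.5, 1 and 0.1 added.

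Genes of ferroptosis, to which the paper ties cold resistance, did not pass in these libraries. The paper's evidence is more GPX4 protein in hamster than in mouse SCs at baseline, with stains of cold-exposed cells and inhibitors in mouse SCs. RNA of hamster SCs before and after cold does not test it. Of 15 genes that suppress it and 11 that promote it, 0 passed in edgeR without or with the block or in DESeq2, with 0 lower and 0 higher at an unadjusted p under 0.05 without the block (2 lower among the first and 1 higher among the second with it); camera gave adjusted p = 0.961 and 0.668. Gpx4, the enzyme that reduces lipid peroxides, stood at 83.0 ± 3.84 CPM in cold and 86.5 ± 4.64 CPM in control libraries (SD, n = 4 each), a log2 fold change of -0.06 (SE 0.05, adjusted p = 0.579 from edgeR with the block). Of 5 RNA-binding proteins known to be induced by mild cold, 0 passed in any of these tests (0 at an unadjusted p without the block and 1 higher with it; camera adjusted p = 0.330), and Rbm3, the best known of them, had 0.06 (SE 0.04, adjusted p = 0.453 from edgeR with the block).

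In the lists that follow, 0 genes passed in edgeR without the block, and DESeq2 called 0 unless stated. For the unfolded protein and integrated stress response (17 genes, 0 at an unadjusted p under 0.05), cholesterol synthesis (18, 0 at an unadjusted p) and the nuclear respiratory chain (14, 1 lower at an unadjusted p), 0 also passed with the block (1 lower and 1 higher, 2 lower, and 3 lower at an unadjusted p), and camera gave adjusted p = 0.562, 0.788 and 0.0681. The respiratory chain had camera's adjusted p = 0.0325 with the factor for replicates 1 and 2 against 3 and 4, 0.0227 without control replicate 3, 0.00562 without control replicate 4, 0.00964 without cold replicate 1 and 0.0154 without cold replicate 2. Of 13 p53 targets (1 lower at an unadjusted p; camera adjusted p = 0.311), with the block 1 fell, Cdkn1a, the cell cycle inhibitor p21, with -0.39 (SE 0.05, adjusted p = 6.92e-05 from edgeR), and 1 rose, Plk2, with 0.19 (SE 0.05, adjusted p = 0.0198 from edgeR). Of 18 genes of glycolysis and hypoxia (0 at an unadjusted p; camera adjusted p = 0.657), Gpi fell with the block, with -0.15 (SE 0.04, adjusted p = 0.0462 from edgeR). Of 16 clock genes (1 higher at an unadjusted p; camera adjusted p = 0.538), Tef fell with the block, with -0.20 (SE 0.05, adjusted p = 0.0281 from edgeR). Of 16 genes of TGF-beta, BMP and inhibin signaling, 3 fell with the block, Inha, Mstn and Tgfb3, a TGF-beta ligand, with -0.28 (SE 0.06, adjusted p = 0.0102 from edgeR); 2 were lower and 1 higher at an unadjusted p, 2 were lower adjusted over the list alone and 2 by DESeq2. This list's median was 0.07, its mean -0.21 and camera's direction down (adjusted p = 0.668), but up with the block (adjusted p = 0.850). Of 68 ribosomal protein genes (3 higher at an unadjusted p), 3 rose with the block, Rpl22 with 0.17 (SE 0.04), Rpl29 with 0.14 (SE 0.04) and Rpl9 with 0.13 (SE 0.03), at adjusted p = 0.00782, 0.0445 and 0.0332 from edgeR. Camera gave the ribosomal list adjusted p = 0.0609, with 0.0305 at plain library totals, 0.00388 without control replicate 1, 0.000844 without control replicate 2 and 0.000442 without cold replicate 3. The mitochondrial genome had 0 genes with values.

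Of 13 fibroblast markers, 1 fell with the block, Fn1, or fibronectin, with -0.12 (SE 0.03, adjusted p = 0.0295 from edgeR), and 0 were lower or higher at an unadjusted p without it (camera adjusted p = 0.766). Of 9 markers of pericytes and smooth muscle, 1 fell with the block, Acta2, the actin of smooth muscle, with -0.46 (SE 0.06, adjusted p = 2.68e-05 from edgeR), and 1 was lower at an unadjusted p without it (camera adjusted p = 0.119, with 0.0384 without control replicate 3 and 0.0340 without cold replicate 4). Of 4 Schwann cell markers, 1 fell with the block, Erbb3, a neuregulin receptor, with -0.47 (SE 0.05, adjusted p = 5.89e-06 from edgeR), with 0 at an unadjusted p without it. Of 4 endothelial, 4 macrophage and 3 adipocyte markers, 0 passed without or with the block, with 0 at an unadjusted p without it and 1 higher macrophage marker with it; these 4 lists were too short for the set test.

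The genes that fell after cold overlapped with those lower in replicates 3 and 4: of 509 falls with the block, 304 were among the 2517 genes lower in replicates 3 and 4, against 102 by chance for independent lists, and 49 among the 2527 higher there, against 103 by chance. Of 158 rises, 29 were among the higher (31.9 by chance) and 38 among the lower (31.8 by chance). The contrast between replicates treated same-numbered control and cold libraries as independent, so its lists may be too long. The cold effect itself differed between replicates 1 and 2 and replicates 3 and 4 for 5 genes in a test of the interaction, all named after their values were seen: Gadd45g, a growth arrest gene, with an adjusted p = 0.00279 from edgeR, Hnrnpa0 and Obsl1 with 0.0142 each, Itga6 with 0.0398 and Cdkn1c with 0.0481.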
